# Checkpoint-independent scaling of the *Saccharomyces cerevisiae* DNA replication program

**DOI:** 10.1186/s12915-014-0079-z

**Published:** 2014-10-07

**Authors:** Ariel Gispan, Miri Carmi, Naama Barkai

**Keywords:** mrc1, Checkpoint, Replication timing

## Abstract

**Background:**

In budding yeast, perturbations that prolong S phase lead to a proportionate delay in the activation times of most origins. The DNA replication checkpoint was implicated in this scaling phenotype, as an intact checkpoint was shown to be required for the delayed activation of late origins in response to hydroxyurea treatment. In support of that, scaling is lost in cells deleted of *mrc1*, a mediator of the replication checkpoint signal. Mrc1p, however, also plays a role in normal replication.

**Results:**

To examine whether the replication checkpoint is required for scaling the replication profile with S phase duration we measured the genome-wide replication profile of different MRC1 alleles that separate its checkpoint function from its role in normal replication, and further analyzed the replication profiles of S phase mutants that are checkpoint deficient. We found that the checkpoint is not required for scaling; rather the unique replication phenotype of *mrc1* deleted cells is attributed to the role of Mrc1 in normal replication. This is further supported by the replication profiles of *tof1Δ* which functions together with Mrc1p in normal replication, and by the distinct replication profiles of specific POL2 alleles which differ in their interaction with Mrc1p.

**Conclusions:**

We suggest that the slow fork progression in *mrc1* deleted cells reduces the likelihood of passive replication leading to the activation of origins that remain mostly dormant in wild-type cells.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12915-014-0079-z) contains supplementary material, which is available to authorized users.

## Background

In eukaryotic cells, genome replication is initiated from multiple sites termed replication origins. The locations of those origins and their relative activation times during S phase are largely conserved between individual cells defining the DNA replication program [1–4]. In recent years, the DNA replication program was mapped in different organisms [5–9]. Early replication was found to correlate with low mutation rate [10], high gene expression, open chromatin and a reduced nucleosome abundance [2,8,11,12]. Yet little is known about the genetic determinants of origin replication times or firing efficiencies. Moreover, while the replication program is clearly reproducible at the level of cell populations, it is not clear whether individual cells activate the same origins in the same precise temporal order or whether origin firing is partly stochastic [13–17].

In the budding yeast, many perturbations which extend S phase have a small effect on the replication program since the activation times of most origins are delayed in proportion to S phase duration. This was first observed in cells subject to a non-lethal dosage of hydroxyurea (HU) [18] and later when analyzing the replication profiles of thirteen S phase mutants identified in an unbiased screen for cells with an extended S phase [19]. Those mutants were associated with aspects of DNA replication including the replication machinery, cell-cycle regulation and nucleotide metabolism. S phase was significantly extended in all mutants, but the genome-wide replication program was hardly altered: the identity of activated origins and their relative activation times (or efficiencies) remained essentially the same as those in wild-type. In most mutants, a minority of origins were lost [19]. Origin loss was reported previously in cells deleted of *clb5* [14,20].

This scaling of the replication program was not observed in just one perturbation, deletion of *mrc1*. Similarly to the other mutants, *mrc1* deletion extended S-phase. However, rather than losing origins, dormant origins were now activated so that a larger number of origins contributed to DNA replication. The resulting replication profile was sharper and was clearly distinct from all other profiles. A more recent study reported a similar sharpening of the replication profile in fission yeast deleted of the *mrc1* homologue [21].

Mrc1p plays a dual role in replication. First, Mrc1p functions in the replication checkpoint by mediating the DNA damage signal from the sensor Mec1p to the checkpoint kinase Rad53p. The possible involvement of the replication checkpoint in the scaling phenotype was suggested [18,19,22], since deletion of either *mec1* or *rad53* activated late origins that were inhibited by HU treatment [23–26]. This activation of late origins is reminiscent of the increased origin firing observed when *mrc1* was deleted. However, Mrc1p is found also at all unperturbed forks where it interacts with both the DNA helicase [27–31] and DNA polymerase epsilon [32], and promotes the coupling of polymerase progression to DNA synthesis [28]. Deletion of *mrc1* reduces fork progression rate [30,33,34]. Also, when replication is arrested by environmental stress such as HU, Mrc1p promotes the formation of a stable pausing complex [28].

In this study we asked which of the MRC1 functions is responsible for the unique replication profile of the *mrc1* deleted cells. To this end we first analyzed different *mrc1* alleles that separate its function in checkpoint signaling from its role in normal replication. Second, we examined S phase mutants that are also checkpoint-deficient and deleted of either the checkpoint kinase, *mec1* or the checkpoint sensor, *rad53*. Third, we analyzed cells deleted of *tof1* which cooperates with MRC1 during normal replication and cells expressing distinct *pol2* alleles differing by their interaction with Mrc1p. We find that scaling of the replication program does not require an intact checkpoint and provides evidence that the unique profile of *mrc1* deleted cells results from Mrc1p function in normal replication. We propose that sharpening of the replication profiles upon *mrc1* deletion is explained by the associated reduction in fork-velocity.

## Results

### The replication profile of cells deleted of MRC1

To enable a rigorous comparison of different replication profiles and, in particular, to define more rigorously the unique profile of *mrc1* deleted cells, we revisited the data we reported previously describing the replication profiles of mutants with an extended S phase [19]. These replication profiles were generated by microarray-based measurements of the DNA content of fluorescence-activated cell sorting (FACS)-sorted S phase cells (FACS profile in Figure S1, Additional file 1). 

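The arrays deposited with the paper hold replication profiles of the *MRC1*, checkpoint and *POL2* mutants, and the values given beside the conclusions were derived from them, whereas the legend of Figure 1 describes sequencing. DNA of sorted S phase cells and DNA of G1 or G2 cells of the same strain were labelled with different dyes and hybridised to one array, so that the log2 ratio of both signals at a probe follows the abundance of that locus in S phase. There were 44 arrays of 41480 probes along the 16 nuclear chromosomes, on 11 slides. The S phase DNA carried Cy5 on 36 arrays and Cy3 on 8, and the reference DNA came from G1 cells on 27 arrays and from G2 cells on 17. No array of untreated wild-type cells was among them, so no profile is set against wild-type. The authors read the images with Agilent's Feature Extraction, which subtracted the background, removed spatial trends and scaled each dye by a single factor; on replicate 5 of *pol2-16* the multiplicative trend was removed from the reference channel only. From these signals the log2 ratio of S phase over reference was taken for spots well above background in both channels, which were 19.42% to 99.74% of the probes of an array (median 77.35%). On 10 arrays fewer than 50% of the probes were used. Ratios were averaged in bins of 500 bp, smoothed over 15.5 kb with a Savitzky-Golay filter, and scaled to a mean of 0 and a standard deviation (SD) of 1 per array. The sharpness of a profile was measured as its autocorrelation at a distance of 15 kb, where a lower value is read as a sharper profile. Noise and long-range trends move this value too. It was 0.0556 on replicate 2 of *pol2-11*, where profiles of odd and even probes had an r of only 0.134. On replicate 7 of *pol2-11* it was 0.6998, and the autocorrelation was still 0.4315 at 60 kb. Heights at single loci were compared at 543 local maxima of the mean profile of all 44 arrays, which stand in for origins, since a table of origins on the arrays' genome build (sacCer1) was not used. Each local maximum got the mean scaled log2 ratio of the probes within 2.5 kb, and strains were compared with limma in a fit of 40 arrays in 15 groups. The error of each value is the spread between arrays, and the small number of arrays per strain limits its precision.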

To obtain higher resolution data and verify our previous results we repeated those experiments using high-throughput sequencing. The temporal replication profile is obtained by plotting the (normalized and smoothed) read-count as a function of the chromosomal coordinate. This profile describes the abundance of each genomic region in the S-phase population and, hence, correlates with its replication time or efficiency; loci that replicate early in S phase are present at high abundance in this asynchronous population, whereas the abundance of loci that replicate late is low. Replication origins are, therefore, detected as peaks in this profile, and their relative height indicates their typical firing time or efficiency.

We previously reported that the replication profile of *mrc1* deleted cells is unique and we now verified it again using the sequencing-based profiles (Figure 1A). Visual inspection suggested that the replication profile of *mrc1* deleted cells is significantly sharper than that of the wild-type profile (Figure 1B, Figure S2 in Additional file 1). As we described previously, this sharpness results from strong activation of origins that remain largely dormant in wild type cells. Many of the new peaks in the *mrc1* profile are listed as confirmed origins in OriDB [35], and careful visualization of the wild-type profile suggests that they are weakly activated also in wild-type. The sharpness of each replication profile can be quantified by the heights of the local maxima, and by the depths of the local minima (Figure 1C, D, E). It can also be measured by plotting the autocorrelation function describing the typical chromosomal distance over which DNA abundance correlates (Figure 1F). This sharpening of the profile was unique to *mrc1* deleted cells and was not observed in any of the other S-phase mutants we tested. In fact, the other mutants showed the opposite phenotype, being smoother than the wild-type profile by both our criteria: lower local maxima and a slower-decaying autocorrelation. (Figure 1C-F; data shown only for a representative *clb5* deletion).

**Figure 1:**
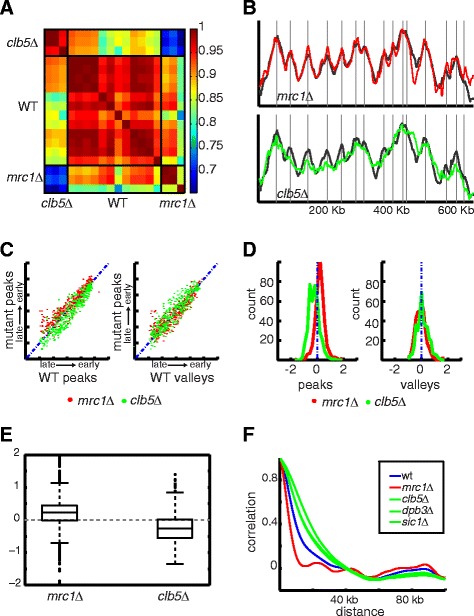
**Deletion of MRC1 sharpens the replication profile. A)**. Correlation matrix of the replication profiles*:* shown are the Pearson's correlation coefficients measuring the similarity between the replication profiles of wildtype cells (seven biological repeats), *mrc1* deleted cells (three repeats) and mutants previously associated with the scaling phenotype (*clb5Δ*, dpb3*Δ*, *dpb4Δ*, *dia2Δ*, *met7Δ*, *and sic1Δ*). Note the low correlation of the *mrc1* profile with the profiles of the scaling mutants. **B)**. Replication profiles at chromosome XI. DNA was extracted from FACS-sorted asynchronous S phase population and quantified using high-throughput illumina sequencing. The average DNA content measured at each genomic position is plotted as a function of the chromosomal coordinates. Active origins appear as local maxima. Plotted are replication profiles of *mrc1Δ* (red) and *clb5Δ* (green), with wild-type in black. Gray vertical lines represent location of confirmed origins, as defined in OriDB. **C)**. Gene deletion alters the relative origin activation time: the relative activation time of each OriDB-defined origin (*f*_*strain (xi)*_ *,* peak height of the respective replication profile) was measured from the respective profile and is shown as a function of the relative activation time of the respective origin at wild type, *f*_*wt (xi)*_ (left subplot, red denotes *mrc1Δ*, green denotes *clb5Δ*). Left subplot shows the same for local minima. **D)**. Profile sharpness defined by height of local maxima and local minima: Shown are the histograms of the function (f_strain (xi)_ –f_wt (xi)_) displayed for each strain (red = *mrc1Δ*; green = *clb5Δ*) for local maxima (left) and local minima (right). The respective Boxplots are shown in **E)** and represent the percentiles 75%, 50% and 25%. **E)**. Boxplot of the data in **C)**. **F)**. Profile sharpness defined by decay of autocorrelation: Plot of the autocorrelation of wildtype, *mrc1Δ*, *clb5Δ*, *dpb3Δ* and *sic1Δ* in blue, red green, green and green, respectively. FACS, fluorescence-activated cell sorting.

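In the arrays labelled *mrc1* deletion, the 4 most prominent local maxima of chromosome XI lay near *RSC4*, *EAP1*, *MPE1* and *GAP1*. The local maximum near *RSC4*, a gene of the RSC chromatin remodelling complex, was at position 452751 of sacCer1 and stood 2.01 SD above the mean of the profile. Near *EAP1* (position 55251) the height was 1.83 SD, near *MPE1* (position 328251) 1.68 SD, and near *GAP1*, the general amino acid permease (position 516251), 1.76 SD. The profile of *sml1Δ rad53Δ* cells was high at these 4 as well (2.21, 1.609, 1.128 and 1.199 SD), and also near *URB1* (1.312 against 1.252 SD) and *YPF1* (1.249 against 1.321 SD). At 3 others, picked for their difference, it was near its mean: the heights were 1.38 against 0.219 SD near *SRP40* (position 612751), 1.34 against -0.0219 SD near *SPE1*, the ornithine decarboxylase gene (position 96751), and 1.23 against 0.0540 SD near *PAN3* (position 390251). These heights come from the mean profile of 2 arrays (replicates 8 and 9) and of 3 arrays, respectively, and were not tested singly. Along all chromosomes the mean profile of the arrays labelled *mrc1* deletion had 762 local maxima with a prominence of at least 0.1 SD, and 482 of them (63.3%) lay within 5 kb of 1 of the 592 local maxima of the mean profile of the other strains. These 592 regions covered 48.6% of the genome (one-sided exact binomial test, p = 3.29e-16; neighbouring bins are not independent). For *sml1Δ rad53Δ* the share was 54.3% of 1003 local maxima, with 48.85% of the genome covered (p = 2.87e-04 in the same exact binomial test), and for *pol2-11* 48.6% of 1074, with 43.0% covered (p = 1.24e-04). With a minimum prominence of 0.3 SD, 402 local maxima were counted instead of 762. On these 2 arrays the mean log2 signal of the 10 MRC1 probes lay 0.80 and 0.29 above the median of strains with an intact gene, while 3 neighbouring probes within the gene were low.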

Notably, known replication origins were best predicted by the *mrc1Δ* profile, increasing the number of correctly identified origins from 178 in wild type cells (178/194 hits/peaks; *P*-value of 10^−70^ ) to 213 in *mrc1* deleted cells (213/238, *P* =10^−78^). Predictions based on profiles of the other mutants tested were equivalent, or worse than the wild-type prediction. Together, these observations indicate that while most mutants display a smoother profile characterized by a lower number of active origins, deletion of *mrc1* sharpens the profile, with a larger number of origins significantly contributing to DNA replication.

### The replication phenotypes of different mrc1 alleles that differently influence DNA checkpoint activation

Mrc1 has a dual role in replication, acting as a mediator of the replication checkpoint response during replication stress and also assisting fork progression during normal replication. We examined four alleles that were reported to differentially affect the Mrc1 role in checkpoint activation: the *mrc1-aq* allele is mutated in all of its phosphorylation sites and is incapable of mediating the checkpoint signal [36]. Similarly, the *mrc1-N5* allele generated through a partial N-terminal deletion interacts synthetically with *rad9* deletion, indicating a role in the checkpoint response [37]. We further examined two *mrc1* alleles obtained by C-terminal deletions: *mrc1-C14* and *mrc1-C15.* Those mutations extend S-phase but are not synthetic lethal with *rad9Δ* or *rrm3Δ* and show normal HU resistance, suggesting an intact checkpoint. Therefore, those mutations impact on MRC1 function during normal replication [37].

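The *MRC1* allele strains were measured on 8 arrays: 2 each of *mrc1-aq*, *mrc1-N5*, *mrc1-C14* and *mrc1-C15*, all with DNA of G2 cells as reference. Both *mrc1-C15* arrays shared slide 6 with both *mrc1-aq* arrays, while *mrc1-N5* was on slide 7 with *sml1Δ rad53Δ*, and *mrc1-C14* was on slide 4 with the arrays labelled *mrc1* deletion. On slide 4 the S phase DNA carried Cy3, and on slides 6 and 7 it carried Cy5. Probes well above background made up 78.91% and 82.9% of the *mrc1-C14* arrays, 94.46% and 99.27% of *mrc1-C15*, 95.79% and 98.35% of *mrc1-aq*, and 99.41% and 99.67% of *mrc1-N5*. The S phase signal was 4.067 and 4.697 times background in *mrc1-C14*, 4.162 and 37.99 in *mrc1-aq*, 11.25 and 25.48 in *mrc1-N5*, and 21.89 and 50.68 in *mrc1-C15*. The C-terminal alleles and the checkpoint alleles were compared by an exact two-sided permutation test of the 4 arrays against the 4 others, and the p-values of 7 such comparisons between strains were adjusted together by the Benjamini-Hochberg method. Same-numbered arrays of *mrc1-C14* and of the checkpoint alleles shared little of their deviations (r from -0.0583 to 0.0440). For *mrc1-C15* r was -0.450 and -0.447 with *mrc1-aq* and -0.526 with *mrc1-N5*. With 2 arrays per strain the deviations from the strain mean mirror each other. Both numbers of a pair of strains therefore give nearly the same r, and its sign depends only on which array is numbered 1. By the size of r the deviations of the *mrc1-C15* arrays were not independent of those of *mrc1-aq* and *mrc1-N5*, whereas the permutation test treats each array as independent.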

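The *mrc1-aq* profile lost its correlation with distance faster than the *mrc1-N5* profile: the autocorrelation at 15 kb was 0.251 ± 0.0716 (SD, n = 2 arrays) in *mrc1-aq*, whose phosphorylation sites are mutated, and 0.397 ± 0.0815 (SD, n = 2) in *mrc1-N5*, which lacks a part of the N-terminus. The *mrc1-aq* arrays gave 0.301 and 0.200, and the *mrc1-N5* arrays 0.339 and 0.454, so the ranges did not overlap. With 2 arrays against 2, which no permutation test could separate at 0.05, the difference between these alleles was not tested. Pearson's r over bins with the profile of the arrays labelled *mrc1* deletion was 0.729 ± 0.0587 (SD, n = 2) for *mrc1-N5* and 0.562 ± 0.105 (SD, n = 2) for *mrc1-aq*. With the profile of *sml1Δ rad53Δ* cells, r was 0.7003 for *mrc1-N5* and 0.551 for *mrc1-aq*. The mean profile of *mrc1-N5* had 764 local maxima, of which 60.5% lay within 5 kb of a local maximum of the other strains, and that of *mrc1-aq* had 1225, of which 53.0% did. The alleles were on different slides, so strain and slide cannot be told apart.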

The replication profile of *mrc1-aq* was highly similar to the wild-type, while that of *mrc1-N5* was an intermediate between the wild-type and full *mrc1*deletion (Figure 2). 

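By autocorrelation, both alleles of *MRC1* without the C-terminus had sharper profiles than the alleles without the checkpoint function. The autocorrelation at 15 kb was 0.0888 ± 0.0578 (SD, n = 2 arrays) in *mrc1-C14* and 0.134 ± 0.0336 (SD, n = 2) in *mrc1-C15*. All 4 arrays of these alleles (mean 0.111 ± 0.0465) lay below all 4 arrays of *mrc1-aq* and *mrc1-N5* (mean 0.324 ± 0.105). Their minima were not deeper. At the local minima of *sml1Δ rad53Δ* cells, the median difference from that profile was 0.260 ± 0.0481 SD, against 0.235 ± 0.0427 SD in the checkpoint alleles. The number of local maxima did not set them apart either (1353 in *mrc1-C14* and 805 in *mrc1-C15*, 1225 in *mrc1-aq* and 764 in *mrc1-N5*). At the local maxima that coincide with a maximum of *sml1Δ rad53Δ* cells, the *mrc1-C14* and *mrc1-C15* arrays were higher, at 0.315 ± 0.0559 SD against 0.205 ± 0.0271 SD, in 4 of 4 arrays. Near the silent mating-type locus *HMR* (2 local maxima; none at *HML*) they were lower, at -1.43 ± 0.176 SD against -0.740 ± 0.374 SD, in 4 of 4 arrays. The difference in autocorrelation was -0.212 (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 arrays allow; 0.167 after adjustment over 7 comparisons). With normexp it was -0.163 (p = 0.0571) and at a distance of 10 kb -0.1496 (p = 0.114; exact permutation tests), so it does not pass 0.05 in each setting. For the local maxima near *sml1Δ rad53Δ* maxima and at *HMR*, the exact p was also 0.0286, and 0.229 after adjustment over 24 tests of lists. With normexp the difference near *sml1Δ rad53Δ* maxima was 0.02899 SD (exact permutation p = 0.657). Of 519 single local maxima, 0 differed at an adjusted p under 0.05 in limma (27 at an unadjusted p), and 0 adjusted over the list alone in each of 4 lists; of 90 simulated changes of 1 SD the fit recovered 3. The correlation with the arrays labelled *mrc1* deletion was 0.614 ± 0.00833 for *mrc1-C14* and 0.686 ± 0.0422 for *mrc1-C15* (each SD, n = 2), and both alleles together did not differ from *mrc1-aq* and *mrc1-N5* (0.650 ± 0.0486 against 0.645 ± 0.119, exact permutation p = 0.943, also 0.943 adjusted). Within slide 6, which holds *mrc1-C15* and *mrc1-aq*, the autocorrelation differed by -0.117 (exact permutation p = 0.333, the smallest possible). The correlation with the arrays labelled *mrc1* deletion differed there by 0.1245 (0.6862 against 0.5617). Both arrays of each allele shared a slide, and only *mrc1-C14* had its S phase DNA in Cy3. The tests over all arrays therefore cannot tell allele from slide. From the sharp profiles of the alleles that keep the checkpoint, the paper proposes that the *mrc1Δ* profile arises even where the checkpoint is intact.

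**Figure D1:**
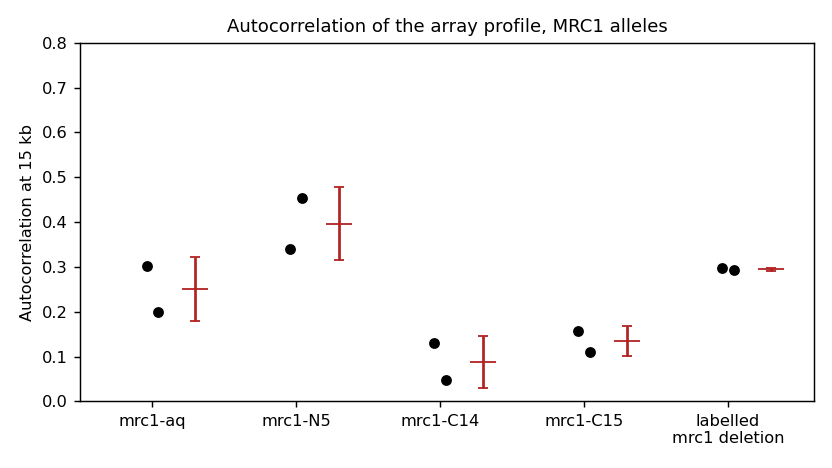
Autocorrelation of the replication profile at 15 kb (no unit, lower is read as sharper) for *mrc1-aq*, *mrc1-N5*, *mrc1-C14*, *mrc1-C15* and the arrays labelled *mrc1* deletion. Dots are single arrays and bars the mean ± SD of 2 arrays; the *mrc1-C14* and *mrc1-C15* arrays lie between 0.0479 and 0.158, all below the *mrc1-aq* and *mrc1-N5* arrays.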

Perhaps more informatively, both c-terminal mutants, which left the checkpoint intact, displayed a phenotype that was highly similar to that of *mrc1-*deletion and, in fact, was significantly sharper than the checkpoint deficient alleles (Figure 2)*.* These results suggest to us that the unique replication profile of *mrc1*deleted cells occurs even in the presence of intact checkpoint.

**Figure 2:**
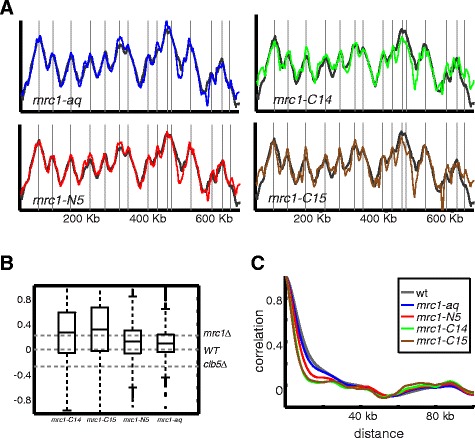
**Replication profiles of MRC1 alleles suggest that its unique phenotype reflects its function in normal replication. A)**. Replication profile of chromosome XI*.* Same as Figure 1A for the indicated strains (*mrc1-aq, mrc1-N5, mrc1-C14, mrc1-C15*). **B)**. Profile sharpness defined by height of local maxima and local minima: Same as Figure 1D for the indicated strains. **C)**. Profile sharpness defined by decay of autocorrelation: Same as Figure 1E for the indicated strains.

### Impaired checkpoint does not explain the mrc1Δ phenotype

To further examine the possible role of the DNA replication checkpoint in the scaling of the replication profile with S phase duration, we tested more directly the replication profiles of mutants deficient in replication checkpoint function. 

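The checkpoint mutants were measured on 9 arrays: 3 of *sml1Δ rad53Δ* and 2 each of *sml1Δ mec1Δ clb5Δ*, *sml1Δ mec1Δ sic1Δ* and *sml1Δ mec1Δ dpb3Δ*, all with DNA of G1 cells as reference. Arrays of *sml1Δ*, *sml1Δ mec1Δ* and the single *clb5Δ*, *sic1Δ* and *dpb3Δ* deletions were not among the files, so the triple mutants are set against the arrays labelled *mrc1* deletion. The triple mutants lay on slides 1 and 2 with the S phase DNA in Cy5, and the arrays labelled *mrc1* deletion on slide 4 with the S phase DNA in Cy3, so strain, slide and dye cannot be told apart in this comparison. Replicates 1 and 2 of *sml1Δ rad53Δ* were on slide 7 and replicate 3 on slide 5. Probes well above background made up 59.09% and 84.2% of the *dpb3Δ* triple mutant arrays, 63.81% and 88.42% of *sic1Δ*, and 67.27% and 88.43% of *clb5Δ*. They made up 44.97% to 99.74% of the *sml1Δ rad53Δ* arrays (median 99.3%) and 64.79% and 75.79% of the arrays labelled *mrc1* deletion. The S phase signal of the triple mutants was 4.031 to 26.73 times background. Table S1 lists fewer repeats of the *sic1Δ* and *dpb3Δ* triple mutants than there are arrays. Log2 ratios, profiles and tests were made as for the *MRC1* alleles.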

The checkpoint is impaired in strains deleted of the DNA damage sensor *mec1* or the checkpoint kinase *rad53* [38]. Deletion of *mec1* or *rad53* is lethal, but can be rescued by the deleting *sml1*, an inhibitor of the RNR enzyme regulating dNTP production [39].

The replication profiles of the single or double deletion mutants (*sml1Δ*, *sml1Δ mec1Δ*, and *sml1Δ rad53Δ*) were practically indistinguishable from the wild-type profile by all our measures (Figure 3). 

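Without *RAD53* and *SML1*, the sharpness of the profile differed widely between arrays. The autocorrelation at 15 kb of *sml1Δ rad53Δ* was 0.357 ± 0.172 (SD, n = 3 arrays), with 0.477 and 0.434 on slide 7 and 0.161 for replicate 3 on slide 5, the dimmest of them. In the arrays labelled *mrc1* deletion, whose MRC1 signal was low over an inner part of the gene only, it was 0.294 ± 0.00317 (SD, n = 2). Their profile had an r of 0.729 ± 0.00832 (SD, n = 2) with *sml1Δ rad53Δ*. At the 852 local maxima of the mean of the 3 scaled *sml1Δ rad53Δ* profiles, counted before that mean was itself scaled (1003 after it), the arrays labelled *mrc1* deletion were lower by a median difference of -0.155 ± 0.0223 SD, and at its 850 local minima they were higher by 0.251 ± 0.0198 SD (mean ± SD of 2 arrays). Such a difference is built into the measure, since maxima picked in a noisy profile are lower in every other profile: the medians were also below 0 at the maxima in *mrc1-aq* (-0.229), *mrc1-N5* (-0.249) and *pol2-11* (-0.349). Both directions depend on the reference: against the mean profile of 40 arrays the heights were 0.158 and the depths -0.0656. The difference in autocorrelation was 0.0629 (exact two-sided permutation test, p = 0.6; 0.7 adjusted), and 3 against 2 arrays allow no p under 0.2, so it shows neither a difference nor its absence. Of the 3 arrays, 2 lay above and 1 below both arrays labelled *mrc1* deletion. In limma 0 of 517 local maxima differed (9 at an unadjusted p under 0.05). The sign of the difference turned with another background correction (-0.00329) and at a distance of 10 kb (-0.0995). It was 0.161 without *sml1Δ rad53Δ* replicate 3, 0.00301 without replicate 1 and 0.0244 without replicate 2. Replicate 3 also had its S phase DNA in Cy3, and replicates 1 and 2 in Cy5. *LEU2*, which BY4741 lacks by Table S1, was low in replicates 1 and 2 (-5.27 and -5.84, log2 from the line through all probes of the array). In replicate 3 it was not (2.19), while *MET17* was low in each (-4.31, -4.79 and -3.50). So these arrays differ in more than sharpness.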

Since those cells had a normal S phase, we additionally deleted genes that extended S phase (*clb5Δ, sic1Δ, dpb3Δ*) in the background of *mec1Δsml1Δ* deleted cells, generating three triple-mutant strains in which S phase is extended and the replication checkpoint is impaired. We examined the replication profile of the three mutants. The profiles were strongly correlated with those of the single deletion (*clb5, sic1, dpb3*) profiles, showing the same scaling-like phenotype. Correlation of those profiles to the profile of the *mrc1* deleted strain was low (Figures 3). Together, these results indicate that the checkpoint is not required for the scaling of the replication profile with S phase duration and that the replication phenotype of *mrc1* deleted cells is not connected to its role in mediating the checkpoint response.

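The profile of each triple mutant had only a moderate correlation with that of the arrays labelled *mrc1* deletion, whose MRC1 signal was low over an inner part of the gene only. Pearson's r over bins was 0.401 ± 0.104 (SD, n = 2 arrays) for *sml1Δ mec1Δ dpb3Δ*, 0.483 ± 0.0793 (SD, n = 2) for *sml1Δ mec1Δ clb5Δ* and 0.524 ± 0.0282 (SD, n = 2) for *sml1Δ mec1Δ sic1Δ*. Over all 6 triple mutant arrays it was 0.469 ± 0.0820, against 0.735 between both arrays labelled *mrc1* deletion. With the *sml1Δ rad53Δ* profile the triple mutants had an r of 0.565. Noise in a profile lowers these values: the profiles of odd and even probes of an array had a mean r of 0.612 in the *dpb3Δ*, 0.688 in the *clb5Δ* and 0.690 in the *sic1Δ* triple mutant. The bins of a profile are not independent replicates, and no test was made on r itself.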

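In cells without *MEC1* and with an extended S phase, the autocorrelation at 15 kb was higher than in the arrays labelled *mrc1* deletion. By the number of local maxima in the mean profile these strains were not smoother: 1541, 1361 and 1712 in the *clb5Δ*, *sic1Δ* and *dpb3Δ* triple mutants against 762. The autocorrelation at 15 kb was 0.554 ± 0.0675 (SD, n = 2 arrays) in *sml1Δ mec1Δ clb5Δ*, which lacks the S phase cyclin Clb5, 0.515 ± 0.106 (SD, n = 2) in *sml1Δ mec1Δ sic1Δ*, which lacks the cyclin-dependent kinase inhibitor Sic1, and 0.447 ± 0.140 (SD, n = 2) in *sml1Δ mec1Δ dpb3Δ*, which lacks a subunit of DNA polymerase ε. All 6 arrays (mean 0.505 ± 0.0971) lay above both arrays labelled *mrc1* deletion. At the local maxima that coincide with a maximum of *sml1Δ rad53Δ* cells, the triple mutants were lower, at -0.00926 ± 0.0485 SD against 0.294 ± 0.0393 SD, in 6 of 6 arrays. When profiles were not divided by their SD, this difference was -0.0998 (exact permutation p = 0.286) in place of -0.303. At the local maxima without one, the means were 0.0488 and -0.0896 SD and 5 of 6 arrays were higher. The difference in autocorrelation was 0.211 (exact two-sided permutation test, p = 0.0714, the smallest that 6 against 2 arrays allow; 0.167 after adjustment over 7 comparisons). For the lists, p was 0.0714 with a *sml1Δ rad53Δ* maximum and 0.286 without one (exact permutation tests; 0.286 and 0.528 after adjustment over 24 tests). In limma 0 of 517 local maxima differed (54 at an unadjusted p under 0.05), and 0 adjusted over the list alone in each of 4 lists; of 95 simulated changes of 1 SD the fit recovered 2. At a distance of 10 kb the difference in autocorrelation was 0.0107. From the profiles of these strains, the paper concludes that the replication profile scales with the duration of S phase without the checkpoint, and that the *mrc1Δ* phenotype is apart from the role of *MRC1* in the checkpoint.

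**Figure D2:**
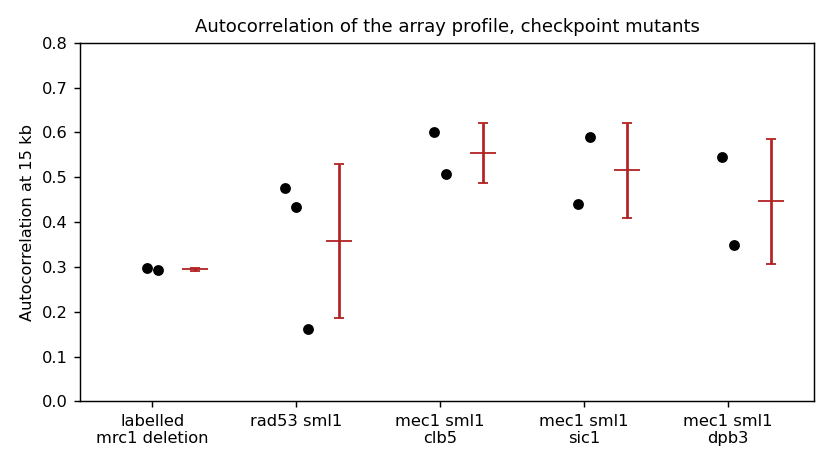
Autocorrelation of the replication profile at 15 kb (no unit, lower is read as sharper) for the arrays labelled *mrc1* deletion, *sml1Δ rad53Δ*, and the *clb5Δ*, *sic1Δ* and *dpb3Δ* triple mutants. Dots are single arrays and bars the mean ± SD of 2 or 3 arrays; the triple mutant arrays lie between 0.348 and 0.602, all above both arrays labelled *mrc1* deletion.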

**Figure 3:**
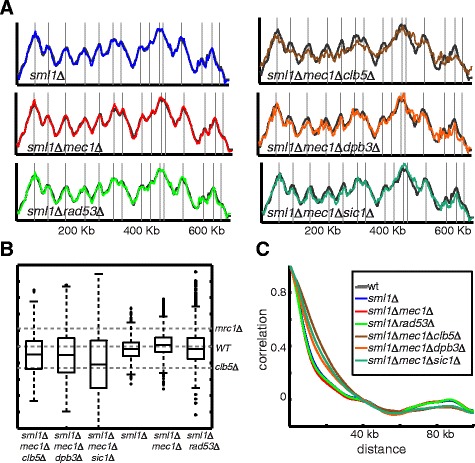
**Replication profiles of checkpoint mutants suggest that scaling does not require an intact checkpoint. A)**. Replication profile of chromosome XI. Same as Figure 1A for the indicated strains (*sml1Δ, sml1Δ mec1Δ, sml1Δ rad53Δ,sml1Δ mec1Δ clb5Δ, sml1Δ mec1Δ dpb3* and *sml1Δ mec1Δ sic1Δ*). **B)**. Profile sharpness defined by height of local maximas and local minimas: Same as Figure 1D for the indicated strains. **C)**. Profile sharpness defined by decay of autocorrelation: Same as Figure 1E for the indicated strains.

### The mrc1-deletion phenotype is recapitulated by mutations that corroborate mrc1 function in normal replication

Mrc1p is present in unperturbed replication forks where it interacts with the DNA polymerase. The Tof1p protein is required for Mrc1p function in normal replication but not for its checkpoint-associated role [28,40]. Examining the replication profiles of cells deleted of *tof1*, we find it to be sharper than the wild-type profile, being more similar to the profile of *mrc1* deleted cells than to the profile of the other mutants (Figure 4A-C).

**Figure 4:**
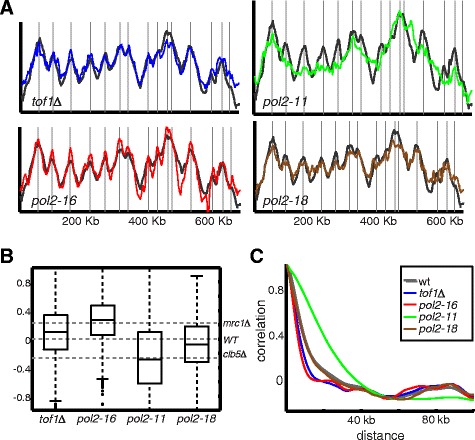
**Replication profiles of mutants impairing MRC1 function sharpen the replication profile. A)**. Replication profile of chromosome XI*.* Same as Figure 1A for the indicated strains.( *tof1Δ, pol2-11, pol2-16, pol2-18*). **B)**. Profile sharpness defined by height of local maximas and local minimas: Same as Figure 1D for the indicated strains. **C)**. Profile sharpness defined by decay of autocorrelation: Same as Figure 1E for the indicated strains.

Mrc1p interacts with DNA polymerase *ε* through both the C- and N- terminals of the catalytic POL2 subunit [32]. In the presence of HU the C-terminal interaction persists, indicating that it is independent of the checkpoint, whereas the N-terminal interaction is lost. It was suggested that MRC1p links the polymerase with the DNA helicase and in this way facilitates the progression of the replication fork under normal conditions and ensures the coordinated motion of the helicase and polymerase when nucleotide pulls are depleted under HU treatment [32]. We, therefore, asked whether mutations in the polymerase *ε* itself which impair its interaction with MRC1 will result in a replication profile similar to that of the *mrc1Δ* cells.

We considered three temperature-sensitive *pol2* alleles: *pol2-16*, *pol2*-*18* and *pol2-11*. All three mutants display an extended S-phase. In addition, all three are synthetic lethal with *mrc1*deletion [36]. *pol2-16*, which lacks the N-terminal (residues 176 to 1,134), is checkpoint proficient but displays a slow progression of the replication fork [41], while *pol2–11*, which lacks a fraction of its C-terminal, is checkpoint deficient [32,42]. 

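The *POL2* allele strains were measured on 15 arrays: 6 of *pol2-16*, 7 of *pol2-11* and 2 of *pol2-18*. The reference DNA came from G1 cells for *pol2-16* and from G2 cells for *pol2-11* and *pol2-18*, so that *pol2-16* differs from both others in the reference as well as in the allele. By Table S1 the 3 strains also differ in other parts of their genotype, so that allele and strain background cannot be told apart. The same table lists fewer repeats of *pol2-16* and *pol2-11* than there are arrays, and more of *mrc1-aq*, *mrc1-N5* and *mrc1-C14*. Its counts may thus not refer to these arrays, and whether all arrays are separate repeats is not known. Slides 8, 10 and 11 each held 2 arrays of *pol2-16* and 2 of *pol2-11*, and slide 9 held both *pol2-18* arrays with 1 of *pol2-11*. Probes well above background made up 46.8% to 97.89% of the *pol2-16* arrays (median 83.36%), 23.92% to 96.18% of *pol2-11* (median 88.03%), and 26.88% and 63.07% of *pol2-18*. The S phase signal was 2.129 to 26.6 times background for *pol2-16*, 1.523 to 17.55 for *pol2-11*, and 1.681 and 2.464 for *pol2-18*. The profiles were noisy: odd and even probes of an array gave profiles with a mean r of 0.497 in *pol2-16*, 0.490 in *pol2-11* and 0.197 in *pol2-18*. Strains were compared by exact two-sided permutation tests over arrays, pooled and within slides, and single local maxima by limma.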

Finally, *pol2–18*, which has a mutation in the N-terminal catalytic domain pro710Ser, is synthetic lethal with *rad9Δ,* indicating a role in the checkpoint response [32].

Notably, while S phase was equally extended in all three mutants (not shown), their temporal replication program was distinct. The profile of *pol2-16* allele was most similar to that of *mrc1Δ* deleted cells, consistent with its association with Mrc1p during normal replication. *pol2–11* on the other hand displayed the opposite phenotype characteristic of most non-mrc1 mutants and was more correlated with the profile of the *clb5Δ* cells, again consistent with our conclusion that the checkpoint is not required for the scaling phenotype. 

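The profiles of *pol2-16* and *pol2-11* differed at 59 of 520 local maxima, of which 37 were higher and 22 lower in *pol2-16*. When the profiles were not divided by their SD, 31 local maxima differed, of which 8 were higher and 23 lower, so the balance of rises and falls depends on the scaling. The largest rise was on chromosome IV at position 701251 near *ECM18*, from a mean of -1.47 in *pol2-11* to 0.72 SD in *pol2-16* (difference 2.19, standard error 0.371, limma adjusted p = 1.56e-04). The largest fall was on chromosome X at position 570251 near *LIA1*, which encodes deoxyhypusine hydroxylase, from 0.95 to -1.34 SD (difference -2.29, standard error 0.344, limma adjusted p = 2.99e-05). Other loci were named only where the arrays of both strains do not overlap, so that changes larger than some of these but with overlap, such as a rise of 1.629 near *BIO2* and falls of -1.874 near *EFM6* and -1.666 near *CIN5*, are not in this series. Rises of 2.17 near *YKR075C* on chromosome XI (standard error 0.391, limma adjusted p = 3.26e-04), 1.81 near *YNL095C* on XIV (0.382, 0.00260) and 1.61 near *SMN1* on VIII (0.313, 9.82e-04) had every *pol2-16* array above every *pol2-11* array. Falls of the same kind were -2.11 near *BPT1* on XII (0.463, 0.00335), -1.57 near *YOR338W* on XV (0.479, 0.0292), -1.52 near *VLD1* on IX (0.325, 0.00260) and -1.38 near the recombination gene *RAD55* on IV (0.425, 0.0298). The rise near *SUR2* on chromosome IV was 1.73 (0.541, 0.0298). Between 4 and 7 arrays per strain had a value at these loci, and the calls near *SUR2*, *YOR338W* and *RAD55* passed in 16, 13 and 12 of 24 other settings. Among the local maxima with a *sml1Δ rad53Δ* maximum within 5 kb, 35 of 428 rose and 16 fell (35 and 17 when adjusted over the list alone), and among those without one 2 of 92 rose, near *VMA1* and *EGO4*, and 6 fell (the same numbers over the list alone). With the lists made from maxima of at least 0.3 SD, a setting chosen after seeing the data, 13 of 208 without one were called (5 rose, 8 fell). Of 15 tested within 20 kb of a chromosome end, the one near *BIO2* rose and the one near *FDC1* fell (3 and 1 over the list alone, with *DFP4* and *HPA2*).
The *pol2-16* profile had the lower mean autocorrelation at 15 kb, with 0.1703 ± 0.0895 (SD, n = 6 arrays) against 0.423 ± 0.264 (SD, n = 7) in *pol2-11*. The difference of -0.253 did not pass an exact two-sided permutation test (p = 0.0524; 0.167 after adjustment over 7 comparisons), since *pol2-11* arrays ranged from 0.0556 to 0.6998. Within slides 8, 10 and 11 it was -0.153, -0.392 and -0.378, and permuted within these slides it was -0.308 (exact permutation p = 0.0278). At 60 kb the autocorrelation was still 0.348 to 0.4315 on replicates 4, 5 and 7 of *pol2-11* and 0.0280 to 0.2305 on its other arrays. In *pol2-16* it was -0.0404 to 0.0439 there. Long-range trends thus add to the *pol2-11* values, and the difference at 15 kb cannot be read as one of sharpness alone. Mean heights near *sml1Δ rad53Δ* maxima were 0.166 ± 0.0735 SD in *pol2-16* and 0.0266 ± 0.0917 SD in *pol2-11* (exact permutation p = 0.0210, 0.229 after adjustment over 24 tests), and this sign turned (-0.0540) without division by the SD of the profile. Permuted within slides the difference in mean height was 0.1356 (exact permutation p = 0.0648), which does not pass 0.05. From the profiles of both alleles the paper proposes a link between the *pol2-16* phenotype and the association of Pol2 with Mrc1 in normal replication. It sees the *pol2-11* profile as compatible with its view that scaling needs no checkpoint.

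**Figure D3:**
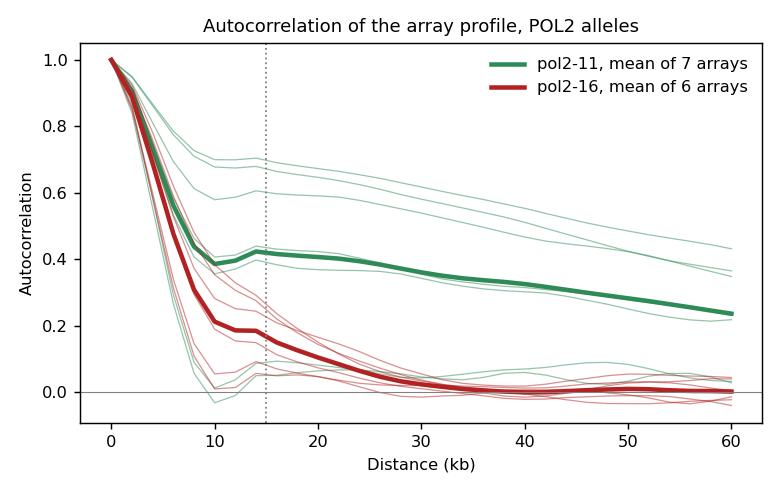
Autocorrelation of the replication profile (no unit) against distance along the chromosome (0 to 60 kb) in *pol2-16* and *pol2-11*. Thin lines are single arrays, thick lines the means of 6 and 7 arrays, and the dotted line marks 15 kb, where the means are 0.1703 and 0.423.

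**Figure D4:**
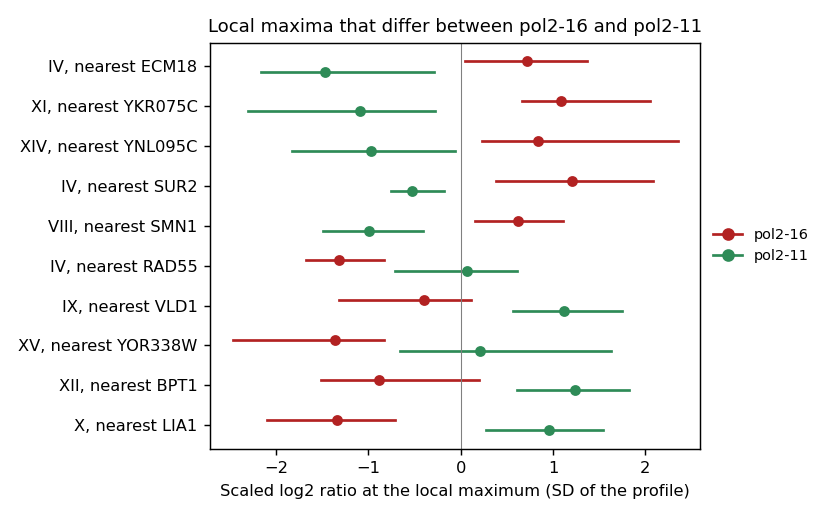
Scaled log2 ratio (in SD) at the 10 local maxima named for *pol2-16* and *pol2-11*. Points are means over arrays and lines run from the lowest to the highest array; at each locus the lines of both strains do not overlap, as near *ECM18*, where the means are 0.72 and -1.47.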

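The *pol2-18* profile, from cells with an altered N-terminal catalytic domain of Pol2, had an autocorrelation at 15 kb of 0.125 ± 0.0194 (SD, n = 2 arrays), with 0.138 and 0.111 in single arrays. Its r with the *sml1Δ rad53Δ* profile was 0.338, against 0.476 for *pol2-16* and 0.415 for *pol2-11*. Its r with the arrays labelled *mrc1* deletion was 0.344 ± 0.0643 (SD, n = 2). Near the silent mating-type locus *HMR*, *pol2-18* had a mean of 0.954 ± 0.208 SD (n = 2 arrays) and *pol2-11* of -0.568 ± 0.945 SD (n = 7) over 2 local maxima (exact permutation p = 0.0556, the smallest that 2 against 7 arrays allow; 0.286 after adjustment over 24 tests). Only 1 *pol2-18* and 4 *pol2-11* arrays have a value at both of them, so these means average different loci. In limma 0 of 509 local maxima differed from *pol2-11* (48 at an unadjusted p under 0.05); adjusted over the list alone, the one near *OCA4* at *HMR* passed, but on the value of 1 *pol2-18* array, with a spread taken from other groups, so no rise is called. The difference in autocorrelation from *pol2-11* was -0.298 (exact two-sided permutation test, p = 0.333; 0.467 adjusted). Within slide 9, which held both *pol2-18* arrays and 1 *pol2-11* array, its sign turned to 0.0303. The autocorrelation of *pol2-18* between odd and even probes, divided by their correlation at distance 0, was 0.454.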

Finally, the *pol2–18* profile most closely resembled the wild-type profile, indicating the most efficient scaling of its temporal replication program with S phase duration (Figure 4A-C).

## Discussion

### Replication checkpoint does not inhibit origin firing in cycling cells

Our results demonstrate that deletion of *mrc1* sharpens the replication profile not because it impairs the function of the DNA replication checkpoint, but because it impairs the normal progression of the replication fork. This strongly argues that the replication checkpoint is not required for the scaling of the replication program with S phase duration observed in multiple S phase mutants.

Previous studies reported that deletion of *rad53* re-activates late origins which are inhibited by HU treatment [23,24]. This phenotype is similar to the activation of dormant origins observed in *mrc1*-deleted cells. We, therefore, began our study by hypothesizing that the *mrc1* deletion phenotype reflects lack of scaling due to an impaired checkpoint. Our results, however, largely refute this hypothesis. In fact, we found that perturbing the checkpoint in cycling cells does not increase the number of active origins and does not alter scaling. For example, deleting the checkpoint sensor *mec1* in multiple mutant backgrounds that extended S phase duration maintained the approximate scaling of the replication profile with S phase duration, and decreased rather than increased the number of active origins contributing to DNA replication.

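The mean profiles of the triple mutants without *MEC1* had over 1300 local maxima each. There were 1541 local maxima with a prominence of at least 0.1 SD in *sml1Δ mec1Δ clb5Δ*, 1361 in *sml1Δ mec1Δ sic1Δ* and 1712 in *sml1Δ mec1Δ dpb3Δ*, each in the mean of 2 arrays. The share within 5 kb of a local maximum of the other strains was 48.9% in the *clb5Δ*, 49.5% in the *sic1Δ* and 47.6% in the *dpb3Δ* triple mutant, where these regions covered 46.2%, 46.4% and 47.6% of the genome. One-sided exact binomial tests gave p = 0.0174, 0.0130 and 0.516, so in *sml1Δ mec1Δ dpb3Δ* the local maxima lay no closer to those of the other strains than at random. A count of local maxima is not a count of active origins. Arrays of the single *clb5Δ*, *sic1Δ* and *dpb3Δ* deletions were not among the files.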

Similarly, in our data, deletion of *rad53* did not significantly alter the replication program. Rather, cells maintained a replication profile that was largely similar to that of wild-type cells. It should be noted that our assay differed from the one used previously to characterize the Rad53p role that we considered unsynchronized S-phase population. In contrast, previous studies synchronized the cells and analyzed them at specific time points following release from cell-cycle arrest, not accounting for possible differences in the progression rates through S phase [23].

### Mrc1 phenotype reflects its function in normal replication

We provided evidence that the *mrc1Δ* phenotype is due to its function in normal replication. Mrc1p interacts with Pol2p, and its deletion is known to reduce fork velocity. Similarly, fork velocity is reduced also in the *pol2-16* allele, and we, indeed, found that the temporal replication program in cells carrying this allele is highly similar to that of *mrc1* deleted cells. 

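The profile of *pol2-16*, the allele with slow forks, had a higher mean correlation with the arrays labelled *mrc1* deletion than that of *pol2-11*. Pearson's r over bins was 0.500 ± 0.159 (SD, n = 6 arrays) for *pol2-16* and 0.359 ± 0.134 (SD, n = 7) for *pol2-11*, and 4 of 6 *pol2-16* arrays lay above all *pol2-11* arrays. The difference of 0.141 was within the spread of arrays (exact two-sided permutation test, p = 0.110; 0.192 after adjustment over 7 comparisons). *pol2-16* arrays exceeded *pol2-11* arrays by 0.0526 on slide 8, 0.132 on slide 10 and 0.156 on slide 11, and permuted within slides the difference was 0.113 (exact permutation p = 0.0370). It was 0.0791 (p = 0.270) with dim spots kept and 0.0808 (p = 0.349) without arrays that have under 50% of probes above background, a setting chosen after seeing the data (exact permutation tests). The *MRC1* alleles *mrc1-aq*, *mrc1-C14*, *mrc1-C15* and *mrc1-N5* each had a higher mean r than *pol2-16* with the same arrays. Noise in a profile lowers r, and the *pol2-16* profiles were noisier. The mean r between odd and even probes was 0.4968 in *pol2-16*. In these alleles it ran from 0.7097 (*mrc1-C14*) to 0.8988 (*mrc1-N5*). The lower mean r of *pol2-16* can therefore not be read as a lesser likeness alone. Both *pol2-16* and the arrays labelled *mrc1* deletion, whose MRC1 signal was low over an inner part of the gene only, were hybridised against DNA of G1 cells, and *pol2-11* against DNA of G2 cells.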

A similar phenotype was found also when deleting *tof1* which assists MRC1 function in normal replication.

Reduced fork velocity likely increases the number of origins that are activated, as it reduces the likelihood of passive replication by a fork emanating from a nearby origin. Therefore, more origins will be activated, as is indeed observed in the *mrc1* deleted cells. In this scenario, *mrc1* deletion does not affect the identities of the origins or their initiation rate, but simply reduces the length of the typical region replicated between two initiation events. S phase becomes longer simply because it now takes longer to complete replication, although more origins are involved in the replication process.

## Conclusions

### Interpreting replication profiles of S phase mutants

Mutations that alter S phase are instrumental in revealing the molecular mechanism defining the replication program. The finding that most S phase perturbations delay origin activation in proportion to S phase duration suggests that this program is regulated by global factors that equally affect most origins. Despite this overall scaling, however, there are clear differences between individual mutants reflected in the apparent decreased efficiency of late, or less efficient origins [19]. This decreased efficiency is more apparent in some strains (for example, *clb5* delete) than in other strains. Furthermore, the relation between S phase extension or distribution and the associated replication profile is not clear; for example both *mrc1* and *clb5* deleted cells extended S phase to the same extent, yet show opposite replication profile phenotypes. Similarly, the S phase distribution of the different mutants we analyzed, as captured by the associated flow-cytometer profiles, varies. Those differences are difficult to interpret in the absence of a mechanistic model. Several models were suggested to explain the mechanistic basis of the DNA temporal replication program, invoking either a temporal regulation of origin firing, or a stochastic firing with some origin-specific probabilities [3,43,44]. While those models were evaluated with respect to their ability to predict the wild-type replication profile, they should be instrumental in defining the expected differences in the replication profiles upon S phase perturbations, and thereby interpreting mutant effects in a more rigorous manner.

## Methods

Strains used in this study are listed in Additional file 2: Table S1.

### Strain construction

Double deletions strains: BY4741 *sml1Δ::*kanMX, *rad53Δ:: hygromycinB,* BY4741 *sml1Δ::*kanMX, *mec1Δ:: hygromycinB,* were generated by amplifying the kanMX gene of the plasmid pBS7 (Yeast Resource Center) replacing SML1 orf by transformation. Second transformation was done by amplifying the Hygromycin-B gene of the plasmid pBS35 (Yeast Resource Center), replacing RAD53 orf or MEC1 orf by transformation.

We could not obtain triple haploids with *sml1Δrad53Δ* and only triple haploids of *sml1Δmec1Δ* with: *clb5Δ, sic1Δ* and *dpb3Δ* were obtained.

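The probes inside the deleted genes give a check on the deletions that the labels of the triple mutant arrays name. *MEC1*, on chromosome II, was low in 12 of 12 arrays of *sml1Δ mec1Δ* triple mutants: the log2 signal, relative to the median of strains with the gene, lay between -1.11 and -4.56, and between -0.52 and 0.44 on the other 32 arrays. In *sml1Δ mec1Δ clb5Δ* it was -3.85 ± 0.99 for *MEC1* and -3.78 ± 1.03 for *CLB5* (SD, n = 2 arrays each). *SIC1* was at -3.94 ± 1.41 in *sml1Δ mec1Δ sic1Δ* and *DPB3* at -3.50 ± 1.06 in *sml1Δ mec1Δ dpb3Δ* (SD, n = 2). *CLB5* and *SIC1* were below all other arrays in 2 of 2 arrays and *DPB3* in 1 of 2, since the lowest other array, of *pol2-16*, was at -2.79. The files also hold 2 arrays each labelled *sml1Δ mec1Δ* with *dpb4Δ*, *dia2Δ* and *met7Δ*. *DPB4* was at -5.13 ± 0.52 in the first of these strains, whereas *DIA2* (-0.48 and -0.28) and *MET7* (-0.16 and -0.42) were not below all other arrays in theirs. Part of *DIA2* was low there: 0.1523% and 0.2926% of runs of 3 probes were lower than its lowest run. *SML1* has 1 probe, which was below 0 in the *clb5Δ* (-1.41), *sic1Δ* (-1.85), *dpb3Δ* (-0.87) and *dpb4Δ* (-1.63) triple mutants and above 0 in the arrays labelled *dia2Δ* (0.82) and *met7Δ* (1.396); of 17 arrays labelled *sml1Δ*, 2 were below all others. A signal here is the mean of both channels over 2 (*DPB4*) to 26 (*MEC1*) probes, each channel centred on its median.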

All deletion mutants were verified to be correct clones by colony PCR and sequencing.

### Growth conditions

Strains used in this study are listed in Additional file 2: Table S1. The medium used was yeast extract peptone dextrose (YPD) supplemented with Geneticin (200 μg/mL) (GIBCO, Rhenium Modi’in, Israel) or nourseothricin (Nat) (100 μg/mL) (Werner Bioagents, Jena, Germany) or hygromycin-B (300 μg/mL) when required. In all replication profiling experiments the cells were grown in YPD overnight, diluted to OD_600_ 0.1 in YPD, grown at 30 °C and harvested at OD_600_ 0.5.

### FACS staining

A total of 50 ml logarithmic cultures were fixated with 70% ethanol. Fixated cells were washed twice with 50 mM Tris–HCl (pH 8), treated with 6 ml of 1 mg/mL RNase A (Sigma, Rehovot, Israel) for 40 minutes at 37°C, washed twice with Tris–HCl, treated with 1 ml of 20 mg/mL proteinase K (Sigma) for one hour at 37°C, washed once with Tris–HCl and incubated for one hour at room temperature with 4 ml 1:1000 SYBR Green I (Invitrogen, Rhenium Modi’in, Israel).

### FACS sorting

Sorting was performed with the Beckton-Dickinson FACSAria sorter at minimal flow rate and sorting speed of approximately 20,000 to 30,000 cells/sec. Five million cells were sorted from each of G_1_/G_2_ and S phases.

### Library preparation and sequencing

DNA was digested with DpnII and multiplexed as previously described [45].

The resulting tagged library was sent to sequencing using an Illumina HiSeq 2500.

### Data processing

The sequencing reads were aligned to the cerevisiae genome using bowtie software and then grouped according to the expected DNA fragments resulting from DpnII cleavage (GATC). We have removed the following data points:

- Data points representing fragments shorter than 150 bp.
- Data points representing fragments that failed to align in the W303 strains (specified in the supplementary matlab code).
- Data points with zero reads in more than 300 different experiments.

Experiments with fewer than 100,000 reads were removed. Chromosomal duplications and deletions were normalized. Each experiment was normalized to mean 0 and std of 1, and the smoothed length bias (number of reads as a function of fragment length) was removed. The whole data matrix was divided in the mean G1/G2 signal. The data were decomposed using Singular Value Decomposition (SVD), and composed again only from the leading 50 vectors.

The signal was smoothed using Savitzky–Golay filter.

All processing process is available in the matlab code in Additional file 3.

### Prediction accuracy *P*-value calculation

We refer to the peaks (local maxima) of a profile as a prediction of origins. This was compared to a known origins reference list. For each profile, there are N predicted origins (peaks) that we ask how many of them are real origins. A predicted origin was defined as ‘real’ if it was located within 5 Kb to some known origin (confirmed and likely origins in OriDB [35]). We denote p the fraction of the genome that is covered by these 5-Kb windows (*P* =0.38 in our case). Under the assumption that predicted origins are randomly distributed (H_*0*_), the probability for a random location to be considered as an origin is *P*. Letting N be the total number of predicted origins and K the number of those defined as ‘real’, we calculate the *P* value, which is the probability to randomly choose N genomic locations that K or more of them are considered as real origins, using the binomial distribution:

$$ P\;\left(X\ge K\;\left|{H}_0\right.\right)={\displaystyle \sum_{i=K}^N\left(\begin{array}{c}\hfill N\hfill \\ {}\hfill i\hfill \end{array}\right)}{p}^i\;{\left(i-p\right)}^{N-i} $$

## Availability of supporting data

The microarray data have been submitted to the Gene Expression Omnibus (GEO) under accession number GSE32002.

The sequencing data have been submitted to the Sequence Read Archive (SRA) under accession number SRP049026.

## Additional files

Additional file 1:
**FACS profile and replication timing of all chromosomes for all the strains used in the paper.**
Additional file 2:
**Strains used in this study.**
Additional file 3:
**Matlab script used for data processing.**

## Abbreviations

FACS: fluorescence-activated cell sorting
HU: hydroxyurea
YPD: yeast extract peptone dextrose

# Supplementary material for: Checkpoint-independent scaling of the Saccharomyces cerevisiae DNA replication program
**Source:** BMC Biol. 2014 Oct 7;12:79. doi: 10.1186/s12915-014-0079-z
**Supplement:** Additional file 1: — FACS profile and replication timing of all chromosomes for all the strains used in the paper.

**supplementary information**

**Part A: mutant phenotypes**

- *mrc1aq:* mutation of the 17 TQ/SQ sites to AQ, preventing phosphorylation. Reduced viability in the presence of HU, or UV radiation. Failure to arrest cell cycle and to activate Rad53 . Normal progression during unpertubed S phase. There is no effect on localization on the replication fork (Osborn & Elledge, 2003)
- *mrc1n5:* Deletion of residues 1-359 of the MRC1 protein. 

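*mrc1-N5* lacks residues 1 to 359 of Mrc1, and the arrays show the loss in the DNA. The 3 MRC1 probes within this part, on chromosome III of sacCer1, had a log2 signal of -7.75 ± 1.83 (SD, n = 2 arrays) relative to the median of strains with the whole gene. Both *mrc1-N5* arrays were below all 42 others. Between this part and the residues missing in *mrc1-C14* the mean signal of 4 probes was -1.74 ± 0.00586 (SD, n = 2). The probe that spans the edge of the deleted part, centred at coding position 1080, carries most of it (-4.752 and -4.926). It lies partly within the deletion. The 3 others lay between -1.106 and 0.1066.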

Compromised growth with synthetic lethality with rad9Δ. 

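*mrc1-C14* lacks residues 844 to 1096 of Mrc1, and 3 array probes lie within the coding sequence of this part. Their log2 signal, relative to the median of strains with the whole gene, was -3.79 ± 0.57 (SD, n = 2 arrays) in *mrc1-C14*. In the shorter part from residue 904 to 1096, with 2 probes, it was -4.37 ± 0.63 (SD, n = 2). Residues 1 to 359 (0.87 ± 0.23) and those that follow up to residue 844 (0.03 ± 0.16) were not low in *mrc1-C14*.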

Slight 5-min delay through S phase compared with WT.(Naylor, Li, Osborn, & Elledge, 2009)
- *mrc1c14:* Deletion of residues 844-1096 of the MRC1 protein. Normal growth on HU plates compared with MRC1. Rad53 activation is slightly delayed and less intense compared with WT. Delayed S-phase progression similar to that of mrc1Δ mutants. 

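*mrc1-C15* lacks residues 904 to 1096 of Mrc1. The 2 probes within this part had a log2 signal of -7.47 ± 0.25 (SD, n = 2 arrays) in *mrc1-C15*, relative to the median of strains with the whole gene, and all 4 arrays of *mrc1-C15* and *mrc1-C14* were below the 40 others. The part from residue 1 to 359 was at -0.62 ± 0.09 in *mrc1-C15* and the residues that follow, up to residue 844, at -0.63 ± 0.12 (SD, n = 2). The plot of single probes shows where each allele loses signal along the gene, and that the arrays labelled *mrc1* deletion lost it over an inner part only.

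**Figure D5:**
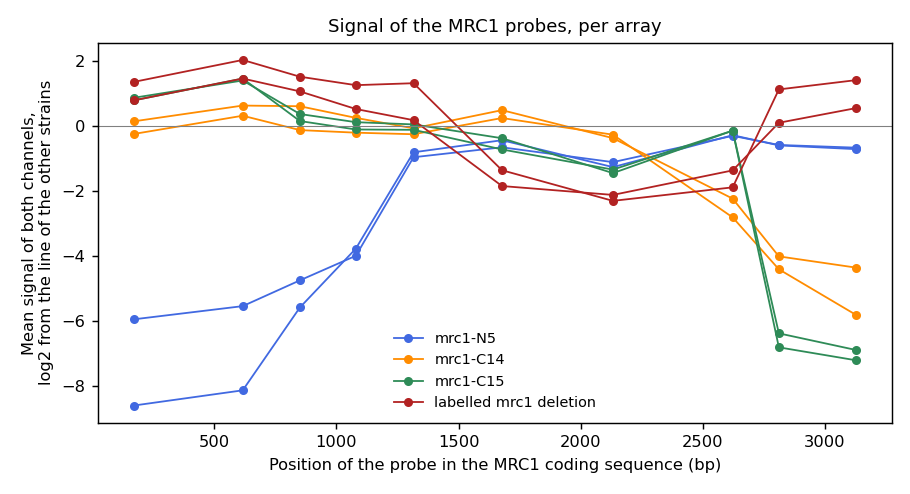
Log2 signal of the 10 probes within MRC1, as distance from the line through all probes of the array, against position in the coding sequence (bp). Lines are single arrays of *mrc1-N5*, *mrc1-C14*, *mrc1-C15* and the arrays labelled *mrc1* deletion; the lowest run of 3 probes lies at positions 172 to 851 in *mrc1-N5*, at 2622 to 3128 in *mrc1-C14* and *mrc1-C15*, and at 1678 to 2622 in the arrays labelled *mrc1* deletion.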

Rad53 activation during normal S phase.(Naylor et al., 2009)
- *mrc1c15:* Deletion of residues 904-1096 of the MRC1 protein. Normal growth on HU plates compared with MRC1. Delayed S-phase progression similar to that of mrc1Δ mutants. Rad53 activation during normal S phase.(Naylor et al., 2009)
- *pol2-11:* C-terminal mutation of POL2. Defective in DNA replication and in the cellular response to DNA damage during S phase.(Dua, Levy, & Campbell, 1998; Lou et al., 2008)
- *pol2-16:* The pol2-16 mutation has a deletion in the catalytic domain of DNA polymerase ε that eliminates its polymerase and exonuclease activities. 

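In *pol2-16* the part of *POL2* for residues 176 to 1134 is deleted, and the strain also lacks *BAR1*, the protease that degrades alpha factor. The 9 probes within this part of *POL2*, on chromosome XIV, had a log2 signal of -3.71 ± 1.66 (SD, n = 6 arrays) relative to the median of the other strains, and 6 of 6 *pol2-16* arrays, from -0.96 to -5.44, were below all others. In the rest of the coding sequence after residue 1134 the signal was -0.47 ± 0.63 (SD, n = 6, 11 probes). *BAR1*, with 7 probes, was at -4.61 ± 1.52 (SD, n = 6), below all others in 6 of 6 arrays.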

Slow growth, and slow replication fork movement. (Lou et al., 2008; Ohya et al., 2002)
- *pol2-18:* temperature-sensitive mutation in the N-terminal catalytic domain of POL2. 

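Table S1 gives *pol2-18* as a plasmid-borne allele (YCp) in cells whose chromosomal *POL2* is disrupted by *LEU2*. The *pol2-18* arrays had more *POL2* signal than other strains: the log2 signal was 1.31 ± 0.24 (SD, n = 2 arrays) over residues 176 to 1134 and 1.72 ± 0.57 (SD, n = 2) after residue 1134. In *pol2-11* the same parts were at -0.11 ± 0.23 and 0.04 ± 0.60 (SD, n = 7).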

High viability in HU (Dua et al., 1998; Lou et al., 2008)

**Figure S1**: *Flow cytometry data – DNA content distribution for all mutants*

**
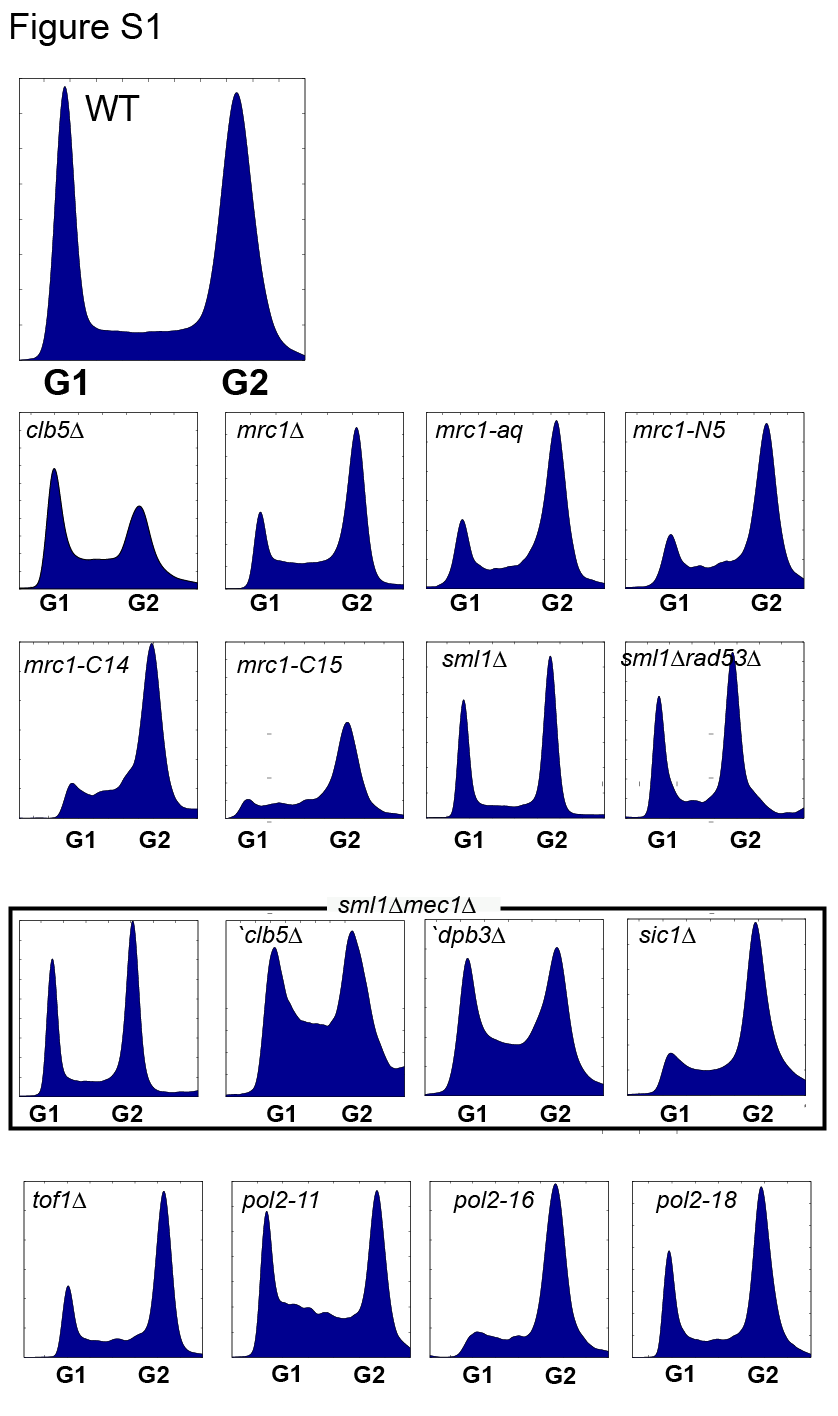
**

**Figure S2**: *Replication profiles presented in the paper - for all chromosomes*

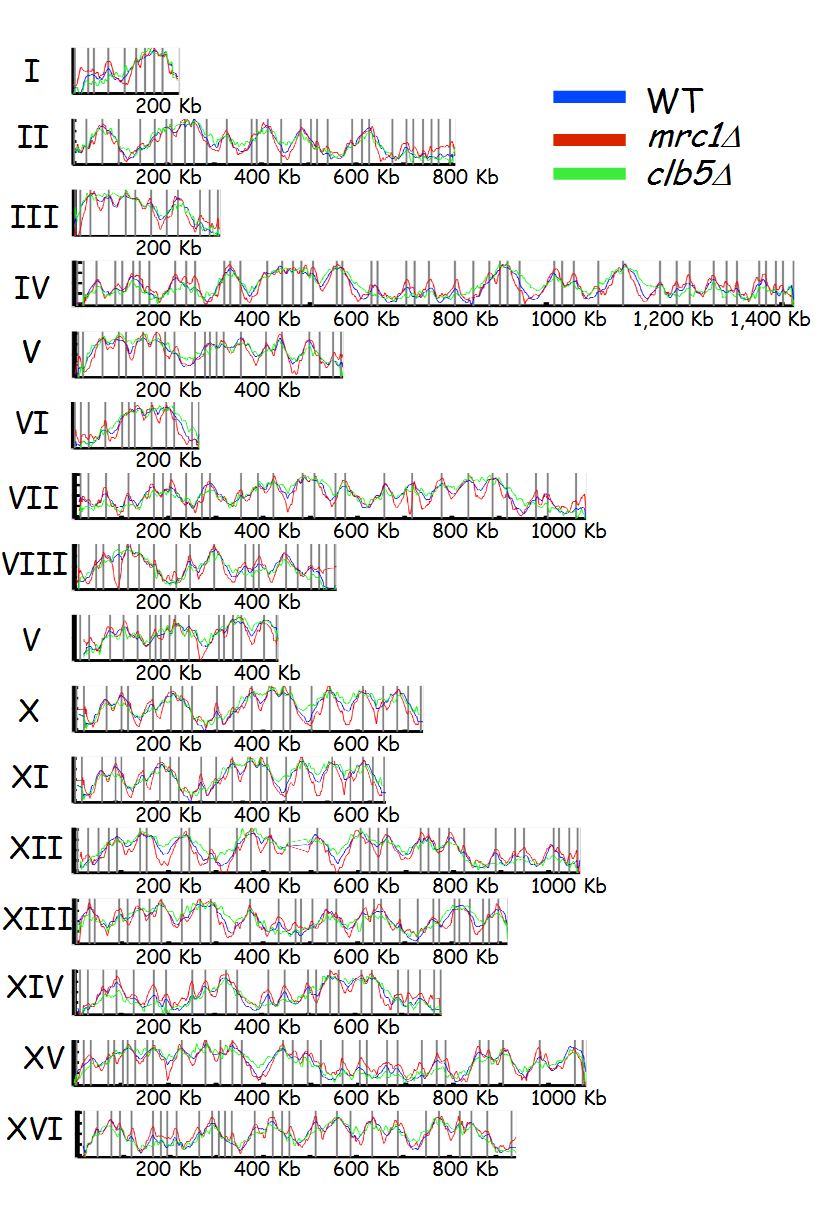

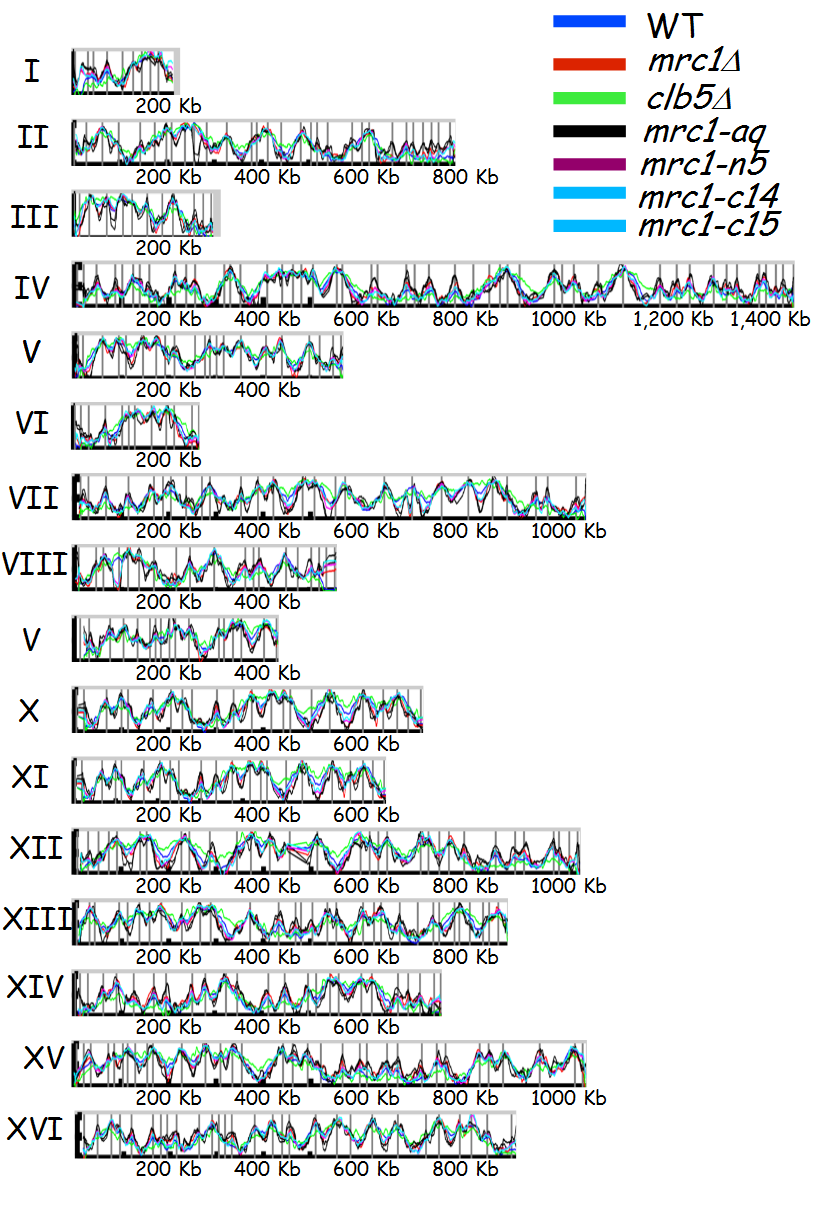

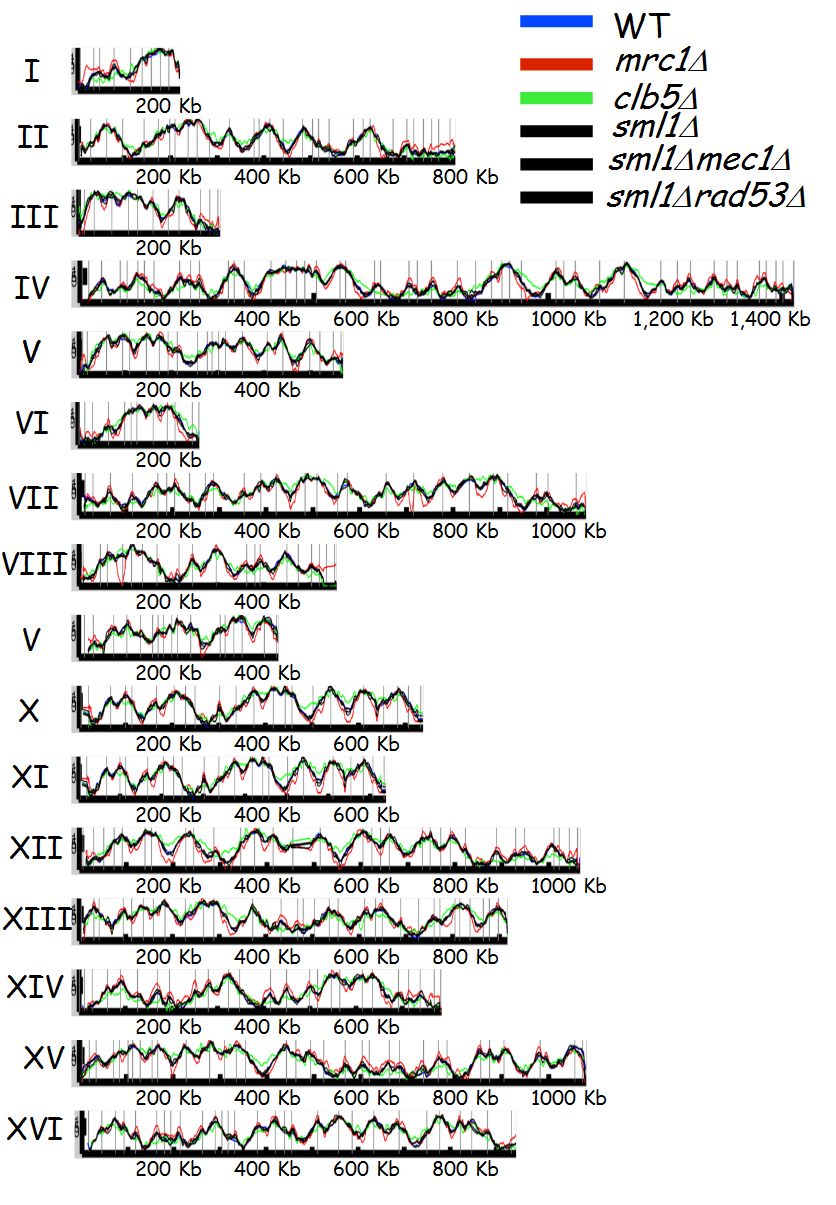

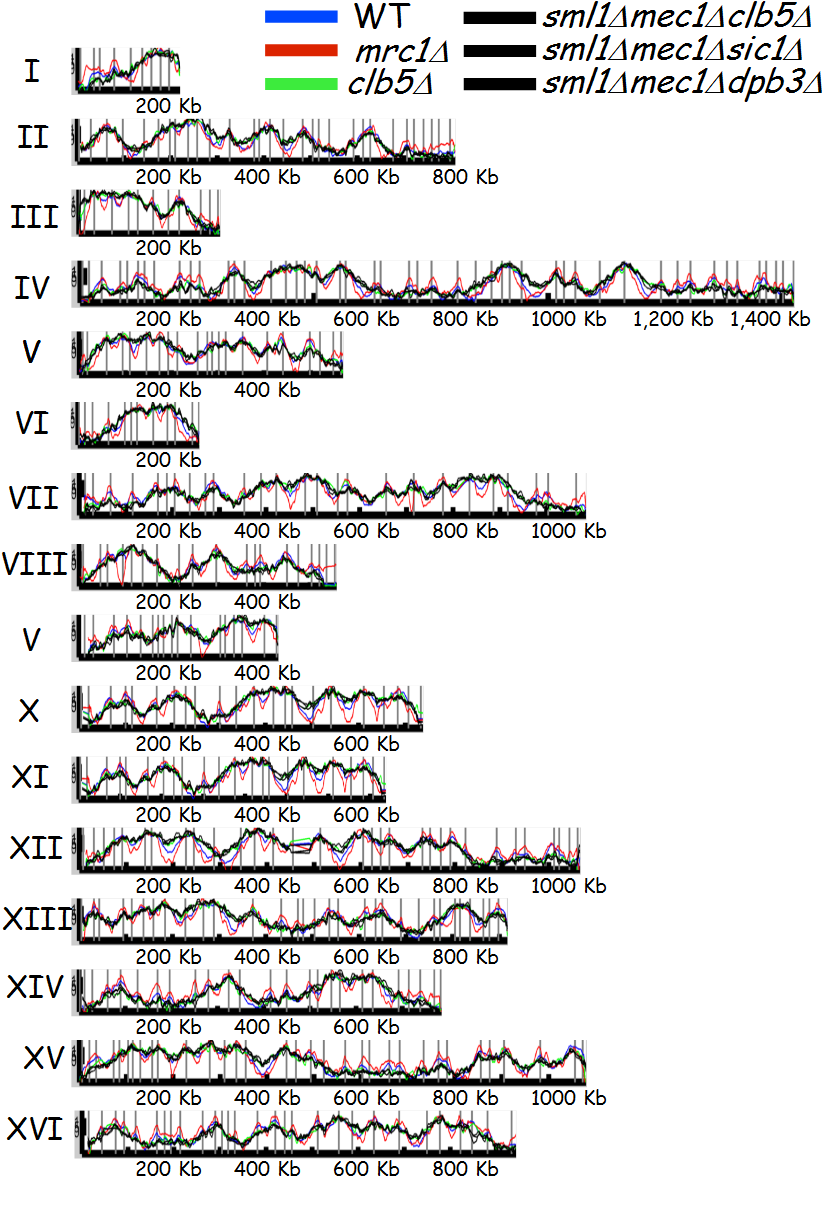

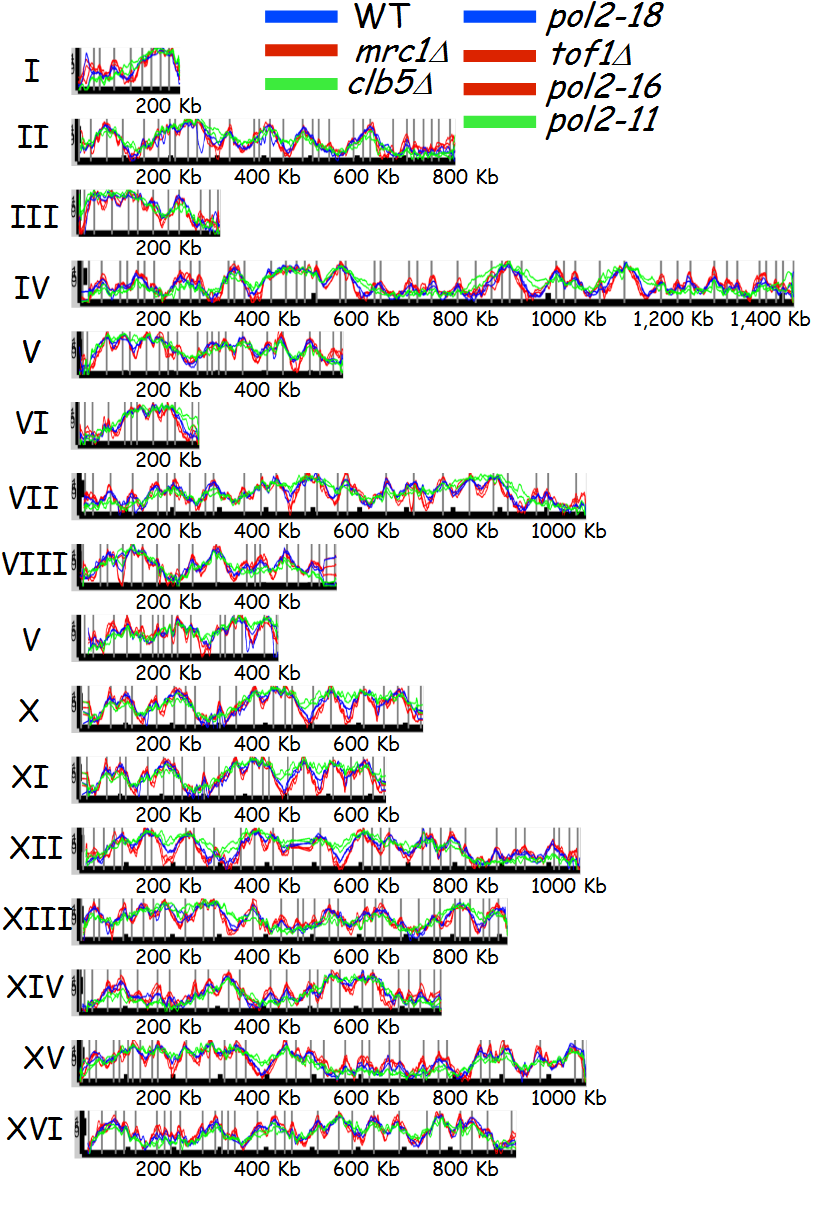

**References**

Dua, R., Levy, D. L., & Campbell, J. L. (1998). Role of the putative zinc finger domain of Saccharomyces cerevisiae DNA polymerase epsilon in DNA replication and the S/M checkpoint pathway. *J Biol Chem*, *273*(45), 30046–30055. Retrieved from http://www.ncbi.nlm.nih.gov/pubmed/9792727

Lou, H., Komata, M., Katou, Y., Guan, Z., Reis, C. C., Budd, M., … Campbell, J. L. (2008). Mrc1 and DNA polymerase epsilon function together in linking DNA replication and the S phase checkpoint. *Molecular Cell*, *32*(1), 106–117. doi:S1097-2765(08)00608-4 [pii] 10.1016/j.molcel.2008.08.020

Naylor, M. L., Li, J. M., Osborn, A. J., & Elledge, S. J. (2009). Mrc1 phosphorylation in response to DNA replication stress is required for Mec1 accumulation at the stalled fork. *Proc Natl Acad Sci U S A*, *106*(31), 12765–12770. doi:0904623106 [pii] 10.1073/pnas.0904623106

Ohya, T., Kawasaki, Y., Hiraga, S., Kanbara, S., Nakajo, K., Nakashima, N., … Sugino, A. (2002). The DNA polymerase domain of pol(epsilon) is required for rapid, efficient, and highly accurate chromosomal DNA replication, telomere length maintenance, and normal cell senescence in Saccharomyces cerevisiae. *J Biol Chem*, *277*(31), 28099–28108. doi:10.1074/jbc.M111573200 M111573200 [pii]

Osborn, A. J., & Elledge, S. J. (2003). Mrc1 is a replication fork component whose phosphorylation in response to DNA replication stress activates Rad53. *Genes Dev*, *17*(14), 1755–1767. doi:10.1101/gad.1098303 17/14/1755 [pii]

# Supplementary material for: Checkpoint-independent scaling of the Saccharomyces cerevisiae DNA replication program
**Source:** BMC Biol. 2014 Oct 7;12:79. doi: 10.1186/s12915-014-0079-z
**Supplement:** Additional file 2: — Strains used in this study.

**Table S1**

| ***strain*** | ***Repeats*** | ***Genotype*** | ***Source*** |
| --- | --- | --- | --- |
| *BY4741* | 12 | *MAT***a** *his3-*_*1 leu2-*_*0 met15-*_*0 ura3-*_*0* | This study |
| *mrc1Δ* | 1 | *BY4741 mrc1Δ::NAT* | This study |
| *mrc1Δ* | 2 | MATa trp1-1 ura3-1 his3-11,15 leu2-3,112 ade2-1 can1-100 mrc1::his5+ | [1] |
| *clb5Δ* | 3 | BY4741 clb5Δ::kanMX | [2] |
| *mrc1-aq* | 3 | *MATa trp1-1 ura3-1 his3-11,15 leu2-3,112 ade2-1 can1-100 HIS::mrc1AQ-MYC13* | [3] |
| mrc1-C14 (Y2544) | 3 | *MATa trp1-1 ura3-1 his3-11,15 leu2-3,112 ade2-1 can1-100 KANMX::mrc1-C14-MYC13* | [3] |
| mrc1-C15 (Y2545) | 2 | *MATa trp1-1 ura3-1 his3-11,15 leu2-3,112 ade2-1 can1-100 KANMX::mrc1-C15-MYC13* | [3] |
| mrc1-N5 (Y2553) | 3 | *MATa trp1-1 ura3-1 his3-11,15 leu2-3,112 ade2-1 can1-100 HIS::mrc1-N5-MYC5* | [3] |
| *sml1Δ* | 3 | BY4741 sml1Δ::kanMX | [2] |
| *mec1Δ, sml1Δ* | 3 | BY4741 sml1Δ::kanMX, *mec1Δ:: hygromycinB* | This study |
| *mec1Δ, rad53Δ* | 3 | BY4741 sml1Δ::kanMX, *rad53Δ:: hygromycinB* | This study |
| *mec1Δ, sml1Δ, clb5Δ* | 2 | *sml1Δ::kanMX*, *mec1Δ:: hygromycinB, clb5Δ::NAT* | This study |
| *mec1Δ, sml1Δ, sic1Δ* | 1 | *sml1Δ::kanMX*, *mec1Δ:: hygromycinB, sic1Δ::NAT* | This study |
| mec1Δ, sml1Δ, dpb3Δ | 1 | *sml1Δ::kanMX*, *mec1Δ:: hygromycinB, dpb3Δ::NAT* | This study |
| *tof1Δ* |  | BY4741 tof1Δ::kanMX | [2] |
| *pol2-11* | 4 | [*MATa*](http://db.yeastgenome.org/cgi-bin/locus.pl?locus=MATA) [*ade2*](http://db.yeastgenome.org/cgi-bin/locus.pl?locus=YOR128C)*-101* [*can1*](http://db.yeastgenome.org/cgi-bin/locus.pl?locus=YEL063C) [*his3*](http://db.yeastgenome.org/cgi-bin/locus.pl?locus=YOR202W) [*gal2*](http://db.yeastgenome.org/cgi-bin/locus.pl?locus=YLR081W) [*trp1*](http://db.yeastgenome.org/cgi-bin/locus.pl?locus=YDR007W)*-289* [*tyr1*](http://db.yeastgenome.org/cgi-bin/locus.pl?locus=YBR166C) [*ura3*](http://db.yeastgenome.org/cgi-bin/locus.pl?locus=YEL021W)*-52* [*pol2*](http://db.yeastgenome.org/cgi-bin/locus.pl?locus=YNL262W)*-11* | [4] |
| *pol2-16* | 3 | *MAT*α *trp1-1 ura3-1 his3-11,15 leu2-3,112 ade2-1 can1-100 bar1::*  *hisG pol2-16* | [4] |
| *pol2-18* | 2 | *MAT*α *ade5 leu2 trp1 ura3 pol2-3::LEU2 [YCp-pol2-18 (TRP1)]* | [4] |

1. Osborn AJ, Elledge SJ: **Mrc1 is a replication fork component whose phosphorylation in response to DNA replication stress activates Rad53**. *Genes Dev* 2003, **17**:1755–1767.

2. Giaever G, Chu AM, Ni L, Connelly C, Riles L, Véronneau S, Dow S, Lucau-Danila A, Anderson K, André B, Arkin AP, Astromoff A, El-Bakkoury M, Bangham R, Benito R, Brachat S, Campanaro S, Curtiss M, Davis K, Deutschbauer A, Entian K-D, Flaherty P, Foury F, Garfinkel DJ, Gerstein M, Gotte D, Güldener U, Hegemann JH, Hempel S, Herman Z, et al.: **Functional profiling of the Saccharomyces cerevisiae genome.** *Nature* 2002, **418**:387–91.

3. Naylor ML, Li JM, Osborn AJ, Elledge SJ: **Mrc1 phosphorylation in response to DNA replication stress is required for Mec1 accumulation at the stalled fork**. *Proc Natl Acad Sci U S A* 2009, **106**:12765–12770.

4. Lou H, Komata M, Katou Y, Guan Z, Reis CC, Budd M, Shirahige K, Campbell JL: **Mrc1 and DNA polymerase epsilon function together in linking DNA replication and the S phase checkpoint**. *Mol Cell* 2008, **32**:106–117.

How the deposited data were processed for this re-analysis (not part of the article)

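Replication was measured as the abundance of each locus in S phase: DNA of sorted S phase cells was hybridised together with DNA of G1 or G2 cells of the same strain to Agilent arrays. The files hold 55 arrays on 14 slides, of which 44 carry 41480 probes and 11, of strains with tetracycline-repressible alleles, carry 59146 probes. Of these, 54 arrays could be assigned to a strain from their labels and 1 could not, since its title names *POL2* and its genotype field *POL12*. The strain, the phase and the dye of each channel come from the labels, and no condition was inferred from a value. Arrays with hydroxyurea (3) and of an *mrc1* deletion diploid (1) stand apart from the strain comparisons of 40 arrays in 15 groups.
Scanner files hold intensity values that the authors made with Agilent's Feature Extraction before they were deposited: per the file headers, a background surface was subtracted, multiplicative trends were removed, each channel was multiplied by a single factor (linear dye normalisation), and spots not above background got surrogate values. In the Cy5 (S phase) channel of *pol2-16* replicate 5 the multiplicative trend was not removed, although the header says so: the log2 factor from background-subtracted to processed signal spread over 1.08e-05 without the trend and 0.3971 with it (1st to 99th percentile). The signals of this array were used as deposited. The DNA had been digested with DpnII, amplified from random octamers and labelled with the dyes. The deposited series value tables hold a score that the authors scaled to a mean of 0 and an SD of 1 per array. The base of the logarithm and any smoothing behind it are not stated, and its r with the log2 ratio of the scanner files was 0.5033 to 0.9788. The scores served as an alternative only.
From the intensities, spots marked as outliers or not well above background in either channel were left out, and the log2 ratio of S phase over reference was averaged per probe and centred on the median of the array. Probe positions are those of the genome build sacCer1. Ratios were averaged in bins of 500 bp, gaps were filled by interpolation, and each chromosome was smoothed with a Savitzky-Golay filter of 31 bins (15.5 kb) and order 2. Profiles were scaled to a mean of 0 and an SD of 1. The autocorrelation was taken at a lag of 15 kb within chromosomes, and Pearson's r between profiles over all bins. Local maxima were counted in the mean profile of a strain with a prominence of at least 0.1 SD, and a hit is a local maximum of the mean profile of the other strains within 5 kb. The calculations were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and with R 4.3.3, limma 3.58.1 and data.table 1.17.8.
At the 543 local maxima of the mean profile of the 44 arrays, the mean scaled log2 ratio of at least 5 probes within 2.5 kb was compared with limma's moderated test (intensities, no block, Benjamini-Hochberg adjustment over the local maxima of a comparison, threshold 0.05). Single values per array were compared by exact two-sided permutation tests, adjusted over 7 comparisons of profiles and over 24 tests of lists (4 lists in 6 comparisons). The lists are the local maxima within 20 kb of a chromosome end (23), with (446) and without (97) a maximum of the *sml1Δ rad53Δ* profile within 5 kb, and at *HML* or *HMR* (2, both at *HMR*). The lists with and without such a maximum rest on the *sml1Δ rad53Δ* arrays themselves. Lists of replication origins, centromeres and tRNA genes on this genome build were not analysed here.
The text names, per comparison, the 5 local maxima with the largest rise and the 5 with the largest fall among those past the threshold with no overlap between the arrays of both strains, the members called in the lists, the genes and loci the paper names, and the local maxima of chromosome XI in the arrays labelled *mrc1* deletion. This rule, the comparisons and the alternatives were set before the data were examined, except where stated otherwise. For the lists with and without a *sml1Δ rad53Δ* maximum, a first run took maxima with a prominence of 0.3 SD (325 and 218 members). After its values were seen, the lists were made with 0.1 SD, the prominence set beforehand for counting maxima, and 0.3 SD was kept as an added alternative. The fits were tested on simulated data in which about 100 local maxima were changed: with a change of 1 SD, 27 of 92 were recovered between *pol2-16* and *pol2-11*, 3 of 90 between the *MRC1* alleles, 1 of 92 for *pol2-18*, 2 of 95 for the triple mutants and 0 of 93 for *sml1Δ rad53Δ*, with 0 false calls in each. So only changes of well over 1 SD could be found with most of these numbers of arrays.
Labels were checked by the signal within deleted genes, as the mean of both channels relative to the median of strains that have the gene. The direction S phase over reference follows the dyes in the labels and was kept: 23 of 946 pairs of arrays had an r under -0.3 over probes, all 23 with the same dyes (lowest -0.625, median 0.133, highest 0.768), while the profiles of 44 of 44 arrays correlated positively with the mean profile of the others (lowest 0.255 in *pol2-16* replicate 2). Were the sign turned, rises and falls would change places. Arrays of the same strain also disagreed over single probes. Their lowest r was -0.591 in *pol2-11*, -0.149 in *mrc1-C15*, -0.112 in *sml1Δ rad53Δ* and -0.0872 in *mrc1-aq*. In other strains it was higher, up to 0.537 in *mrc1-C14* and 0.768 in the arrays labelled *sml1Δ mec1Δ met7Δ*. The alternatives changed the background correction (normexp with an offset of 50), the starting values, dim spots, the smoothing window (21 and 51 bins), the lag (10 and 25 kb), the scaling, the window at a local maximum (1 and 5 kb), the prominence (0.3 SD), blocks for slide and replicate number, the arrays in the fit, the threshold (0.01), and left out each array in turn.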

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

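The tests of the RAD53 signal by *MET17* and *URA3* and by exchanged labels (RAD53 and *SML1*), the tests of the *pol2-16* autocorrelation and the counts over other splits were chosen only after the result was seen.
Single arrays stood apart in 2 of 55 groups and measures tested (5 groups, 11 measures), where chance gives about 1 in 20. The reference signal over background of *pol2-16* replicate 4 was 46.78, with the next array of this strain at 17.13 (gap over range 0.663, past Dixon's limit for 6 arrays). That of *pol2-11* replicate 6 was 63.74, with the next at 26.87 (0.599, past the limit for 7 arrays). Both are bright arrays.
The paper does not report the arrays with hydroxyurea, an inhibitor of ribonucleotide reductase. Both arrays of *sml1Δ rad53Δ* labelled with hydroxyurea were on slide 5 with the S phase DNA in Cy3, as was untreated replicate 3. Untreated replicates 1 and 2 were on slide 7 with the S phase DNA in Cy5. Treatment is thus largely confounded with slide and dye. Between *sml1Δ rad53Δ* labelled with hydroxyurea (1 mM, 2 arrays) and without it (3 arrays), 7 of 453 local maxima were called lower and 0 higher in limma (55 at an unadjusted p under 0.05). The direction depends on the setting: with the scores 2 rose and 0 fell, with slide as a fixed block 3 rose and 13 fell, and with dim spots kept, in the replicate block or with only its groups in the fit 0 changed. Of the 7, 3 rest on 1 array with hydroxyurea and take their spread from other groups, so they do not count as falls here: those near *SPT7* on chromosome II (-3.14), *ZRC1* on XIII (-3.07) and *PMP1* on III (-2.82). The other named ones, on 2 arrays, are near *CDC48* on IV (-2.59, standard error 0.587, limma adjusted p = 0.0249) and *PLB1* on XIII (-2.42, 0.645, 0.0324). Of the 374 near a *sml1Δ rad53Δ* maximum 6 were called lower, and of the 79 others the one near *TVS1*, on 2 arrays (adjusted over the list alone, 6 and 1); near chromosome ends 0 of 14 changed, and over the list alone the one near *YHL042W* rose. No list mean passed (exact permutation p from 0.2, the smallest possible for 3 of the lists, to 1). Without 1 array the count was 2 (hydroxyurea replicate 1), 5 with 1 rise (hydroxyurea replicate 2), and 1, 10 with 2 rises, and 2 (untreated replicates 1, 2 and 3).
The labels of these arrays are in doubt. On slide 5, RAD53 was low (mean of 8 probes) in the array labelled wild type with hydroxyurea (-1.71) and in *sml1Δ rad53Δ* labelled with hydroxyurea replicate 1 (-1.53), and not in replicate 2 (-0.21). Dimness of replicate 2 is argued against, since *MET17* and *URA3*, absent from BY4741, rank 11 and 62 from the lowest of 4329 genes there; an earlier test over *LEU2*, *MET17* and *URA3* (-0.463) is void, since *LEU2* was low on no array of the slide. An exchange of the labels of wild type and replicate 2 stays open. That 0.00486% of runs of 3 probes were lower than the lowest RAD53 run on the array labelled wild type, and 10.48% on replicate 2, only restates the pattern. The 1 probe of *SML1* ranked 121 from the lowest of 5477 genes on the array labelled wild type and 2934 on replicate 2, but *SML1* was in the lowest 5% on 6 of 26 other arrays whose labels keep it as well, so it does not decide. No biological explanation was tested.
The autocorrelation of *pol2-16* was lower than that of *pol2-11* by a difference that passed 0.05 in some settings. Probe noise is argued against as the whole cause (-0.353 between odd and even probes), and so is dimness (-0.417 without the arrays that have under 50% of probes above background). Long-range trends were not tested as a cause. At 60 kb the autocorrelation was 0.0280 to 0.4315 on the *pol2-11* arrays and -0.0404 to 0.0439 on the *pol2-16* arrays. The difference at 15 kb can therefore not be read as one of sharpness alone. Reference DNA of G1 in *pol2-16* and G2 in *pol2-11* cannot be told apart from the allele, since 0 arrays have the other reference, and by Table S1 the strains differ in background too. The allele itself stays open, untested against the reference and the background.
For the 59 local maxima between *pol2-16* and *pol2-11*, 1 of 100 splits of the 13 arrays, the real one, gave as many, and the highest other gave 8. So a random grouping rarely gives such a count, but 100 of 1716 possible splits do not exclude it. The real split is also that of the reference DNA and the strain background, so the count says nothing on the allele alone. For the *MRC1* alleles this count decides nothing: the real split called 0 in limma (27 at an unadjusted p under 0.05), so 35 of 35 splits call at least as many whatever the cause (highest other 5).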

How the results depend on the processing

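The settings that mask chromosome ends and deleted genes, leave out dim arrays, cross the *mrc1-C15* numbers, compare within slide 6 or define the lists by *sml1Δ rad53Δ* maxima of 0.3 SD were chosen after seeing the data; the planned mask of loci from Additional file 3 was not run, since its build is not stated. Of 305 settings of 17 results, 227 kept direction and side of the threshold, 12 were weaker, 10 stronger, 45 moved and 11 reversed. Of 312 settings of the 15 named maxima 78 were weaker, of 454 settings of 24 counts in lists 64 moved, and of 72 settings of 4 list means 16 were weaker and 1 reversed. The cause was not tested except where stated. C-terminal against checkpoint alleles, autocorrelation: -0.163 with normexp, -0.150 at 10 kb, -0.117 within slides and -0.212 in the replicate block, none past 0.05; -0.254 to -0.169 without 1 array, each with p = 0.0571 in the exact permutation test, the smallest 3 against 4 arrays allow. Their correlation with the arrays labelled *mrc1* deletion reversed with normexp (-0.120), the scores (-0.00289) and the diploid as reference (-0.0271), and was -0.0478 to 0.0464 without 1 array (below 0 without *mrc1* deletion replicate 8, *mrc1-C15* replicate 1 or *mrc1-aq* replicate 2). *pol2-16* against *pol2-11*, autocorrelation, past 0.05: -0.274 with the scores, -0.283 with dim spots, -0.335 at 25 kb, -0.353 between odd and even probes, -0.308 within slides and -0.417 without dim arrays. Without 1 array it was -0.314 to -0.207, with p from 0.0152 to 0.0974 in the exact permutation test, so not each of these passed. Correlation: 0.113 within slides, past 0.05; 0.108 to 0.185 without 1 array. *pol2-18* autocorrelation: 0.0303 within slides, -0.100 in the replicate block, -0.1662 between odd and even probes, -0.466 without dim arrays; -0.360 to -0.252 without 1 array. *sml1Δ rad53Δ* autocorrelation: -0.00329 with normexp, -0.0995 at 10 kb, 0.1226 with dim spots, 0.1536 at 25 kb; 0.00301 to 0.161 without 1 array. Triple mutants: 0.139 with normexp, 0.01072 at 10 kb, 0.3693 at 25 kb; 0.192 to 0.242 without 1 array. Number of local maxima labelled *mrc1* deletion: 1316 with dim spots, 1233 and 407 with 21 and 51 bins, 402 at a prominence of 0.3 SD; 976 to 1076 without 1 array, with hits of 55.76% to 58.2%. Heights: -0.254 with normexp, -0.184 with dim spots, -0.215 and -0.0359 with 21 and 51 bins, -0.0709 when scaled first, 0.158 (reversed) against the mean of 40 arrays; -0.261 to -0.139 without 1 array (-0.241 and -0.261 without *sml1Δ rad53Δ* replicates 1 and 2). Depths: 0.149 with normexp, 0.197 with the scores, 0.207 with dim spots, 0.219 with 51 bins, 0.121 when scaled first, -0.0656 (reversed) against the mean of 40 arrays; 0.237 to 0.336 without 1 array. Called local maxima in limma, *pol2-16* (59): 31 unscaled, 32 and 137 with windows of 1 and 5 kb, 34 in the replicate block, 39 with only its groups in the fit, 19 at 0.01; 40 to 74 without 1 array, 61 and 47 with slide as a random and a fixed block. *pol2-18* (0; 48 unadjusted): 1 unscaled, 3 with 5 kb, 1 in the replicate block; 0 to 4 without 1 array (4 without *pol2-18* replicate 1, where the lone array is assumed to vary like the others). Triple mutants (0; 54 unadjusted): 3 with normexp, 5 with the scores, 11 with 5 kb; 0 to 1 (without the *sic1Δ* triple mutant replicate 1). *MRC1* alleles (0; 27 unadjusted): 0 to 1 (without *mrc1-aq* replicate 1), 0 with crossed numbers. *sml1Δ rad53Δ* (0; 9 unadjusted): 0 to 0. Hydroxyurea (7): 3 with normexp, 2 (both rose) with the scores, 0 with dim spots, 3 and 0 with 1 and 5 kb, 16 with slide as a fixed block, 0 in the replicate block, 0 with only its groups, 0 at 0.01; 1 to 10 without 1 array. The mean near *sml1Δ rad53Δ* maxima, *pol2-16* against *pol2-11*, reversed unscaled (-0.0540) and did not pass 0.05 with the scores (0.1171), dim spots (0.1058), within slides (0.1356) and in the replicate block (0.1324). That of the C-terminal against the checkpoint alleles did not pass with normexp (0.02899), unscaled (0.05356), within slides (0.0676), in the replicate block or without 1 array (0.08761 to 0.1299, each with p = 0.0571 in the exact permutation test). It was 0.1836 with the scores. That of the triple mutants was -0.0998 unscaled, and that of *pol2-18* 0.1164 with 5 kb and 0.08418 in the replicate block. Without *pol2-16* replicate 5, whose S phase channel kept its multiplicative trend, 40 local maxima were called (26 rose, 14 fell), with an autocorrelation difference of -0.2456. With lists by maxima of 0.3 SD, 46 of 312 were called with such a maximum (32 rose, 14 fell) and 13 of 208 without (5 and 8), against 51 and 8. Replicate numbers did not pair the arrays of *pol2-16* and *pol2-11* (r from -0.189 to 0.126). For same-numbered arrays of *mrc1-C15* r was -0.450 and -0.447 with *mrc1-aq* and -0.526 with *mrc1-N5*, where the sign depends only on the numbering of 2 arrays. The lowest S phase signals over background were 1.523 (*pol2-11* replicate 3) and 1.681 (*pol2-18* replicate 2).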

Differences from the paper's values

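The paper's figures are drawn from sequencing and the values here from arrays, with autocorrelations at 15 kb and alternatives set before the data were examined. For *mrc1Δ* the paper has about 0.02 in Fig. 1F, read by eye, and the arrays labelled *mrc1* deletion gave 0.2942; the difference stayed in 9 of 9 alternatives (0.2498 to 0.3529). For *mrc1-aq* the paper has about 0.17 in Fig. 2C, read by eye, and the arrays gave 0.2508; it fell within the spread with normexp (0.1676), dim spots kept (0.2496), 21 bins (0.2084) and without replicate 1 (0.2002), and not with the scores, 51 bins, scaling first, odd against even probes or without replicate 2. For *mrc1-N5* the paper has about 0.09 in Fig. 2C, read by eye, and the arrays gave 0.3966; the difference stayed in 9 of 9 alternatives (0.339 to 0.4542). For *mrc1-C15* the paper has about 0.04 in Fig. 2C, read by eye, and the arrays gave 0.1337; the difference stayed in 9 of 9 alternatives (0.110 to 0.1575).
For *sml1Δ rad53Δ* the paper has about 0.18 in Fig. 3C, read by eye, and the arrays gave 0.3571; it fell within the spread with normexp (0.2495), 21 bins (0.3045) and without replicate 1 (0.2973) or 2 (0.3186), and not with the scores, dim spots kept, 51 bins, scaling first, odd against even probes or without replicate 3. For *sml1Δ mec1Δ clb5Δ* the paper has about 0.44 in Fig. 3C, read by eye, and the arrays gave 0.5538; it fell within the spread with normexp (0.465), dim spots kept (0.4816), 21 bins (0.4728) and without replicate 1 (0.5061), and not with the scores, 51 bins, scaling first, odd against even probes or without replicate 2. For *sml1Δ mec1Δ sic1Δ* the paper has about 0.39 in Fig. 3C, read by eye, and the arrays gave 0.5152; it fell within the spread with normexp (0.3183), 21 bins (0.4453) and without replicate 2, and not with the scores, dim spots kept, 51 bins, scaling first, odd against even probes or without replicate 1. For *pol2-16* the paper has about 0 in Fig. 4C, read by eye, and the arrays gave 0.1703; the difference stayed in 13 of 13 alternatives (0.1346 to 0.2665).
The paper counts 238 peaks in *mrc1Δ* and gives no prominence in its text, and the arrays labelled *mrc1* deletion gave 762 local maxima. The difference stayed in 9 of 9 alternatives (402 to 1316).
In Fig. 2C the paper places *mrc1-N5* below *mrc1-aq*, and the arrays had it above (0.3966 against 0.2508). The paper sets the C-terminal alleles nearest to *mrc1Δ*, and the correlation with the arrays labelled *mrc1* deletion was highest for *mrc1-N5* (0.7289) among the *MRC1* alleles, and by autocorrelation *mrc1-aq* (0.2508) and *mrc1-N5* (0.3966) lay nearer to these arrays (0.2942) than *mrc1-C14* (0.0888) and *mrc1-C15* (0.1337), the sharpest of the *MRC1* alleles.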

Other observations

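The tests of the MRC1 signal and the comparison within slide 6 were chosen only after the result was seen, and the loci and genes below were singled out after their values were seen.
The files also hold 11 arrays of strains in which a replication gene is under a tetracycline-repressible promoter, grown with doxycycline (10 µg/ml), which the paper does not report. The autocorrelation at 15 kb was highest on the 1 array assigned to TetO7-*POL2*, the catalytic subunit of DNA polymerase ε (0.797, with an r of 0.815 with *pol2-11*). It was 0.570 and 0.697 for *SLD5* of the GINS complex, 0.621 and 0.431 for *POL12* of DNA polymerase α, 0.483 and 0.645 for the helicase component *CDC45*, 0.430 (1 array) for the sliding clamp *POL30*, and 0.294 and 0.380 for the initiation factor *DPB11*. The array that could not be assigned to a strain, whose title names *POL2* and whose genotype field names *POL12*, gave 0.608, so the place of TetO7-*POL2* rests on 1 array. These differences were not tested.
The arrays labelled *sml1Δ mec1Δ* with *dpb4Δ*, *dia2Δ* and *met7Δ*, of which the mean *DIA2* and *MET7* signals were not below all other arrays where the label names their deletion (part of *DIA2* was low), had autocorrelations of 0.586 ± 0.0749, 0.408 ± 0.0150 and 0.191 ± 0.152 (SD, n = 2 arrays each), and an r with the arrays labelled *mrc1* deletion of 0.4402, 0.413 and 0.328. The *mrc1* deletion diploid gave 0.359 and an r of 0.749, and wild type labelled with hydroxyurea (2.5 mM) 0.0724 (1 array each). Between *mrc1-C15* and *mrc1-aq* on slide 6, the local maximum near the hexose transporter gene *HXT17* on chromosome XIV fell by 10.65 SD (standard error 1.66, limma adjusted p = 1.22e-04), the only one of 520 called. It rests on 2 against 2 arrays and is far beyond the largest fall between *pol2-16* and *pol2-11* (-2.29), so it is not read as a change in replication. A missing or altered sequence at this locus was not tested.
The signal within some genes was low on arrays whose labels do not name them, and a missing copy was not told from a difference in sequence. *DPB3* was low in *pol2-16* (-2.02 ± 0.59, SD, n = 6 arrays) and *mrc1-C14* (-1.83 ± 0.03, SD, n = 2). In *sml1Δ mec1Δ clb5Δ* and *sml1Δ mec1Δ sic1Δ*, *MET17* was low in replicate 1 (-4.21 and -3.78) and not in replicate 2 (0.49 and 0.35). In the arrays labelled *mrc1* deletion *URA3* was low (-4.66 and -4.52) and *MET17* was not (1.09 and 0.88). *LEU2* was low in *sml1Δ rad53Δ* replicates 1 and 2 (-5.27 and -5.84) and not in replicate 3 (2.19).
MRC1 was not low overall in the arrays labelled *mrc1* deletion, while it was the lowest of 4329 genes in the diploid (-3.46). A whole *MRC1* gene in both arrays is argued against, since at most 0.117% of runs of 3 probes were lower than the lowest MRC1 run, at coding positions 1678 to 2622 (-1.84 and -1.77). The run was picked as the lowest of 8 in the gene after the low probes were seen, so this share makes it look too rare. Both arrays gave the same run. Loss of the whole coding sequence is argued against as well, since the mean of the other 7 probes was at least 0.673 above the line through all probes of the array. Loss of an inner part of the gene may explain the low run and stays open. It does not explain why the other 7 probes lay above the line, with means of 1.436 and 0.6726 in replicates 8 and 9. No biological explanation was tested.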
